# Genome-scale definition of the transcriptional programme associated with compromised PU.1 activity in acute myeloid leukaemia

**DOI:** 10.1038/leu.2015.172

**Published:** 2015-07-21

**Authors:** J I Sive, S Basilico, R Hannah, S J Kinston, F J Calero-Nieto, B Göttgens

## Abstract

Transcriptional dysregulation is associated with haematological malignancy. Although mutations of the key haematopoietic transcription factor *PU.1* are rare in human acute myeloid leukaemia (AML), they are common in murine models of radiation-induced AML, and *PU.1* downregulation and/or dysfunction has been described in human AML patients carrying the fusion oncogenes RUNX1-ETO and PML-RARA. To study the transcriptional programmes associated with compromised PU.1 activity, we adapted a *Pu.1*-mutated murine AML cell line with an inducible wild-type PU.1. PU.1 induction caused transition from leukaemia phenotype to monocytic differentiation. Global binding maps for PU.1, CEBPA and the histone mark H3K27Ac with and without PU.1 induction showed that mutant PU.1 retains DNA-binding ability, but the induction of wild-type protein dramatically increases both the number and the height of PU.1-binding peaks. Correlating chromatin immunoprecipitation (ChIP) Seq with gene expression data, we found that PU.1 recruitment coupled with increased histone acetylation induces gene expression and activates a monocyte/macrophage transcriptional programme. PU.1 induction also caused the reorganisation of a subgroup of CEBPA binding peaks. Finally, we show that the PU.1 target gene set defined in our model allows the stratification of primary human AML samples, shedding light on both known and novel AML subtypes that may be driven by PU.1 dysfunction.

## Introduction

Production of mature haematopoietic cells is regulated by a complex network of transcription factors (TFs), which together with epigenetic regulators drive cellular decision-making processes in response to external cues. Disturbance of these networks can lead to malignant transformation, for example, RUNX1 and its binding partner CBFB control multiple aspects of normal haematopoiesis, but fusion proteins such as RUNX1-ETO or CBFB-MYH11 can cause acute myeloid leukaemia (AML).^1, 2^

PU.1 is an ETS-family TF that has multiple roles in normal haematopoiesis. Structurally, it consists of a transactivating region, a middle PEST region involved in protein–protein interactions particularly with the IRF TFs and a C-terminal DNA-binding domain.^3^ PU.1 was recently shown to contribute to the early establishment of haematopoietic transcriptional programmes,^4^ and is known to have a key role during foetal haematopoiesis.^5, 6^ In the adult, PU.1 functions as a major determinant of both myeloid and B-cell lineages^7, 8^ with its effect often modulated by interactions with other TFs such as CEBPA,^9^ GATA1^10^ and c-JUN.^11^ More recently, PU.1 has been identified as a major regulator of cell cycle both in blood stem cells and during myeloid maturation.^12, 13^

Loss of PU.1 in murine models can cause AML, but the precise relationship and mechanism remains unclear. Germ-line knockouts of *Pu.1* cause lethality either *in utero*^5^ or soon after birth,^6, 14^ whereas partial knockdown to levels of 20% by deletion of the *Pu.1*-14 Upstream Regulatory Element is compatible with foetal life, but causes AML within 3–8 months. This had led to the theory that residual PU.1 activity is required to promote leukaemogenesis.^15^ However, an alternative model with somatic *Pu.1* deletion causing a complete loss of protein also causes AML,^16^ and *Pu.1* hypomorphic mutants are frequently observed in radiation-induced mouse models of AML.^17, 18, 19, 20^ This suggests that any loss of PU.1 below a certain threshold may be sufficient for leukaemogenesis;^21^ however, a recent report suggests that some PU.1 function/levels are needed to maintain stem cell function of leukaemic cells.^22^

Although cases of *PU.1* and Upstream Regulatory Element mutations have been recorded in human AML, they are much rarer than in mice.^23, 24, 25, 26, 27^ Better described are mechanisms suppressing PU.1 function, such as disruption of PU.1 transactivation activity by RUNX1-ETO,^11^ or interference with PU.1 binding (including at its own promoter site) by PML-RARA.^28^ Importantly, there has as yet been no specific investigation into the transcriptional programmes associated with the loss of PU.1 activity in AML.

To investigate the effects of restoring wild-type PU.1 to a PU.1 mutant leukaemia model, we developed an inducible PU.1 system, and showed that the induction of wild-type protein causes transit from the leukaemic state to monocytic differentiation. Using chromatin immunoprecipitation (ChIP)-Seq, we produced genome-scale maps of DNA binding by PU.1, the associated TF CEBPA and the H3K27Ac histone mark before and after PU.1 induction, and complemented these with gene expression profiling data. Unexpectedly, mutant PU.1 was bound to a large number of genomic regions, but induction of wild-type PU.1 resulted in a substantial expansion of binding sites, a subset of which was associated with elevated histone H3K27 acetylation, which in turn correlated with increased expression of nearby target genes. Our results also show that *de novo* binding of wild-type PU.1 has the capacity to recruit CEBPA to a subset of new sites. Finally, we show that the PU.1 target gene set in our model can be utilised to stratify primary human AML samples, shedding light on both known and novel AML subtypes that may be driven by PU.1 dysfunction.

## Materials and Methods

### Cell culture

X18.1.1 cells were maintained in high glucose RPMI 1640 supplemented with 10% foetal calf serum, 1% penicillin/streptomycin, 300 μM asparagine, 2 mM L-glutamine and 50μM beta-mercaptoethanol. Cells were partially adherent requiring trypsin treatment for passage, and were maintained at 3–10 × 10^5^ cells/ml.

### DNA and RNA

Genomic DNA was purified by phenol-chloroform extraction. RNA was extracted using Tri-Reagent (Sigma, Dorset, UK) and then treated with DNase I (Ambion, Paisley, UK), following the manufacturer's specifications. For DNA sequencing, exonic fragments of endogenous Pu.1 were amplified by PCR and cloned into the PGEM-T Easy vector (Promega, Southampton, UK). Both strands of all five exons were sequenced and compared with the Pu.1 sequence of reference (obtained from Ensembl). Integration of PuER was confirmed by PCR using primers encompassing the Pu.1-ERTM fusion region. All primers used are listed in Supplementary Table 1.

### Viral transduction

X18.1.1 cells were transduced with PuER or empty vector (EV) control using retrovirus produced with Psi-Eco Retrovirus packaging vector (Clontech, Saint-Germain-en-Laye, France) in 293 T cells. Cells were infected by centrifugation in the presence of polybrene and then selected with 0.5 μg/ml puromycin. Clonal cell lines were obtained by limiting dilution and further expanded. 4-Hydroxytamoxifen (OHT) (Sigma) inductions were carried out at 100 nM.

### Fluorescence-activated cell sorting and cell proliferation assays

Flow cytometry was performed on a BD LSRFortessa (Oxford, UK) cell analyser using the following antibodies: CD11b (BioLegend, London, UK; 101212) and F4/80 (BioLegend, 123113). Cell proliferation was assayed by counting live cells following Trypan Blue exclusion.

### Immunoblotting

Protein lysate in modified RIPA buffer (50 mM TriS pH7.4, 150 mM NaCl, 1% NP40, 0.25% Na deoxycholate, 1 mM EDTA) was run on a 12% sodium dodecyl suphate polyacrylamide gel, and transferred to polyvinylidene fluoride membrane by overnight wet blotting. Membranes were probed using primary antibodies against ERα (Santa Cruz Biotechnologies, Heidelberg, Germany; sc542x), PU.1 (Santa Cruz Biotechnologies, sc352x) and β-actin (Sigma, A5441).

### ChIP sequencing

ChIP was performed as previously described^29^ using the following antibodies: PU.1 (Santa Cruz Biotechnologies, sc352x), CEBPA (Santa Cruz Biotechnologies, sc61x), H3AcK27 (Abcam, Cambridge, UK; ab4729) and rabbit IgG (Sigma, I5006). Library construction was performed using the Illumina TruSeq DNA Sample Kit (Illumina, Cambridge, UK) according to the manufacturer's instructions. Sequencing was performed on the Illumina HiSeq 2000 platform. Reads were mapped to the mm10 mouse reference genome using Bowtie2.^30^ Mapped reads were converted to density plots and displayed as UCSC genome browser custom tracks, and peaks called using MACS2.^31^

Using BEDTools,^32^ ChIP-Seq peak coordinates were combined between PU.1− and PU.1+ conditions for each TF ChIP, and peaks overlapping by at least 1 bp were merged. Coverage scores were counted using the intersectBed function for each merged peak region, and then normalised for peak length and total read counts (per 1 million reads). For H3K27Ac, read coverage regions were extended to 800 bp, and then normalised as above.

### Microarray gene expression analysis

Triplicate samples were amplified using TotalPrep 96-RNA amplification kit (Applied Biosystems, Paisley, UK/Ambion) and hybridised to MouseWG-6v2 microarrays (Illumina) by Cambridge Genomic Services. Raw data were filtered in R to remove any probes with detection call ⩾0.01 in all samples, and then transformed by variance-stabilising transformation in the *lumi* package.^33^ Data were quantile-normalised, and differentially expressed probes identified using the *limma* package.^34^ Probes with adjusted *P*-value⩽0.05, and fold change>1.2 were considered significant.

### Data analysis

Normalised ChIP-Seq read counts were combined into one matrix and used for subsequent differential score calculations and correlation analyses, as well as integration of ChIP-Seq and gene expression data. All analysis was performed in R with plots created using *ggplot2*.^35^

Peaks were assigned to genes using annotation from UCSC. Peaks within regions contained in the mammalian promoter database MPromdDb were allocated to promoter or within the gene body to intragenic. The remaining intergenic peaks were assigned to both the nearest 5' and 3' genes. If no gene was found within 50 kb of an intergenic peak, it was not assigned to any gene. *De novo* motif analysis on the central 80 bp peak regions was performed using Homer.^36^ Only significant motifs (q-value⩽0.01) with ⩾5% peak coverage were reported. Geneset enrichment analyses were performed using Enrichr.^37^ ChIP-Seq peaks were compared with those of primary macrophages (GSM537983)^36^ using the Codex webtool.^38^ PU.1 target genes were used for unsupervised analysis of published expression arrays (GSE34723 (ref. 39) and GSE6891 (ref. 40)) in R with the *pvclust* package.^41^ Heatmaps were generated using the *heatmap.2* function from the gplots package.^42^

### GEO data deposition

The raw and processed data from the ChIP-Seq and microarray experiments reported in this publication have been submitted to the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) and assigned the identifier GSE63317.

## Results

### Establishment and validation of an inducible rescue model of leukaemia dependent on loss of functional PU.1

To investigate the role of reduced PU.1 in AML, we utilised a radiation-induced murine AML cell line X18.1.1,^18^ characterised by hemizygous deletion of one Pu.1 allele, and two missense mutations in the remaining allele: an R235C substitution within the DNA-binding domain and a 30 amino acid deletion affecting the PEST domain (Figure 1a). We confirmed these mutations by resequencing both genomic and cDNA.

Enforced expression of wild-type PU.1 in X18.1.1 cells has previously been shown to inhibit clonogenic growth, induce monocytic differentiation and elicit apoptosis.^18^ To study the mechanisms underlying this PU.1-induced exit from a leukaemic transcriptional programme, we virally transduced cells with either an OHT-inducible Pu.1-ERTM fusion gene (PuER)^43^ or a control EV within an MSCV-puro retroviral packaging system (Figure 1a).

Incubation in 100 nM OHT caused marked cessation of cell proliferation in liquid culture, reduction of CD117 expression and increased expression of the cell surface markers CD11b and F4/80, consistent with maturation towards a monocytic phenotype (Supplementary Figures 1a and b). We then obtained clonal populations produced by limiting dilution and individual clones with minimal ‘leakage' (PU.1 activity without OHT induction) were selected for further investigation. Clonal populations showed the same characteristics (Figures 1b and c and Supplementary Figure 1c).

The stable integration of PuER was confirmed in PuER lines by PCR, PU.1 mRNA levels quantified by qPCR in PuER lines (Supplementary Figure 2) and PuER protein identified by immunoblotting with anti-ERα antibody (Figure 1d). Anti-PU.1 antibody confirmed the identity of the detected band, and interestingly also detected substantial signal at the size expected for endogenous PU.1 in both control and PuER-transduced cells. This demonstrates that the Pu.1 mutations do not prevent protein translation, and suggests that the phenotype is the result of functional deficiencies in genomic PU.1 binding.

### Induction of wild-type PU.1 causes qualitative and quantitative changes to PU.1 binding

We next utilised this model to investigate the immediate changes in transcriptional control that accompany Pu.1-driven exit out of leukaemic proliferation. 

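The ChIP-Seq data examined here came from a pair of clonal lines of X18.1.1, the radiation-induced murine AML cell line introduced above. One line carried the empty vector and had only mutant PU.1. The other carried PuER, a fusion of wild-type PU.1 with an oestrogen receptor domain that is activated by 4-hydroxytamoxifen (OHT). The paper detected the endogenous mutant PU.1 protein in this line too. Both lines were incubated in 100 nM OHT for 2 h. In ChIP-Seq, DNA bound by a protein is recovered with an antibody and sequenced, and regions where reads accumulate are called as peaks. DNA was recovered with an antibody against PU.1 and, separately, with an antibody against CEBPA, which gave 4 libraries with 1 library for each antibody and line. There were no replicates, so no test between the lines was possible. Shares of peaks are given with exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only. The authors mapped the reads to the mm10 mouse genome with Bowtie2, called peaks with MACS2 and deposited the coordinates of the peaks of each library. Each peak had a start and an end, without a height, score or read count, so the sequencing depth behind each list is unknown. Every peak was 400 bp wide. The PU.1 peaks covered 2.12 Mb in the empty-vector line and 6.27 Mb in the PuER line, and the CEBPA peaks covered 10.4 Mb and 8.23 Mb, respectively. Peaks of the same antibody that overlapped by at least 1 bp, the distance at which the paper merged peaks, were treated as shared, and the remaining peaks as called in one line only. Because each list depends on the threshold at which peaks were called, a peak missing from one list does not show that binding was absent there. The H3K27Ac ChIP-Seq and the read counts per region were not analysed here.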

PU.1 primarily acts as a transcriptional activator, and can function in concert with CEBPA.^44, 45^ We therefore generated genome-wide ChIP-Seq data for the TFs PU.1 and CEBPA, and the H3K27Ac histone mark associated with transcriptional gene activation, at time 0 and 2 h after incubation in 100 nM OHT, in clonal samples for EV and PuER (henceforth designated PU.1− and PU.1+, respectively). Finally, RNA for gene expression microarrays was prepared from the same experiment, to link alterations in TF occupancy and/or histone modification levels with transcriptional changes (Figure 2a).

ChIP-qPCR assessment at the -14 Upstream Regulatory Element Pu.1-binding site revealed PU.1 binding in both EV and PuER clones, but with almost doubling of the enrichment in the PuER clone following OHT induction (Supplementary Figure 3a). This indicates that despite mutation of the DNA-binding domain, mutant PU.1 protein still possesses DNA-binding ability, although its functionality is likely to be impaired because we now show that it is unable to transactivate known PU.1 target gene promoters (Supplementary Figures 3b and c).

ChIP-Seq analysis with and without PU.1 induction revealed examples of both new PU.1-binding events, and increased binding at previously bound peaks (Figure 2b and Supplementary Figure 3d), with a total of 5283 PU.1 peaks in the absence of wild-type PU.1, increasing to 15 675 following induction, including 12 695 not previously detected (Figure 2c). 

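The deposited lists held 5288 PU.1 peaks in PU.1− and 15683 in PU.1+. Of the PU.1+ peaks, 12714 (81.1%, 95% confidence interval 80.4–81.7%) overlapped no PU.1− peak and 2969 (18.9%, 18.3–19.6%) overlapped one. Counted from the other library, 2970 PU.1− peaks (56.2%, 54.8–57.5%) were shared and 2318 (43.8%, 42.5–45.2%) were called only in PU.1−. When the PU.1− peaks were placed at random 1000 times on their own chromosomes, outside assembly gaps, a mean of 27.4 overlapped a PU.1+ peak (range 14 to 44). The observed overlap was 108-fold higher than this mean. The centres of shared peaks lay a median of 23 bp apart, and 90.3% of these peaks had their centre within 100 bp of the other. The number of PU.1+ peaks without a PU.1− counterpart moved most when centres within 100 bp were required, to 13003. Increased binding at shared peaks could not be measured from coordinates alone.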

Quantitative assessment of read counts per region, revealed a mean 7.5-fold increase in coverage score (Figure 2d) across all regions, indicating a generalised increase in PU.1 binding. Finally, comparing the peak regions bound by mutant and/or wild-type PU.1 with previously published data for PU.1 binding in primary macrophages,^36^ showed a significant overlap of binding peaks especially for wild-type PU.1 (Figure 2e).

This analysis demonstrates that although mutant PU.1 protein remains able to bind DNA, there is an increase in both the number and height of the peaks following wild-type PU.1 induction, with this binding profile showing substantial similarity to that in macrophages. 

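Sequence under the peaks was examined in both conditions. PU.1 belongs to the ETS family of transcription factors, which bind sites with a GGAA core. A GGAAGT site, on either strand, was present in the central 80 bp of 36.5% of PU.1− peaks (95% confidence interval 35.2–37.9%) and of 43.5% of PU.1+ peaks (42.7–44.3%). Windows of the same size 2000 bp to either side of the peak centres had such a site in 4.60% and 4.44% of cases, respectively. In PU.1−, there were 15.2 sites per 100 peaks in the middle 20 bp and 1.52 in the outermost 20-bp bins. The corresponding numbers in PU.1+ were 19.0 and 1.53. The choice that moved these shares most was the length of sequence searched. In peaks called only in PU.1−, 29.6% had a site in the central 80 bp and 53.8% had one anywhere in the peak.

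**Figure D1:**
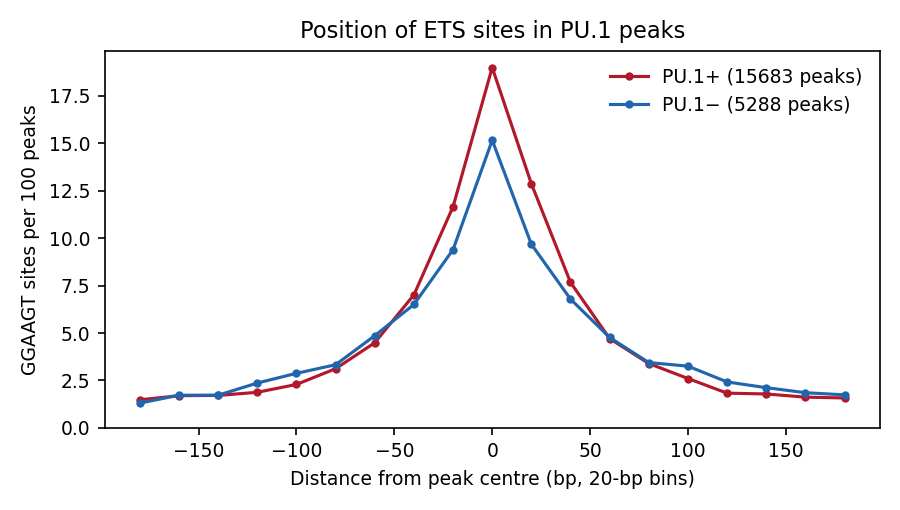
ETS sites (GGAAGT) per 100 PU.1 peaks, in 20-bp bins of distance from the peak centre, for all peaks of the PU.1+ library (red) and of the PU.1− library (blue). In both libraries, the sites are most frequent in the middle bin.

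The read counts and the macrophage data were not analysed here. From the peaks detected with mutant PU.1 alone, their increase in number and height after induction, and their overlap with macrophage peaks, the paper concludes that mutant PU.1 still binds DNA and that induction of wild-type PU.1 adds binding similar to that in macrophages.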

As induction of wild-type PU.1 can overcome the differentiation block of X18.1.1 cells, the changes in PU.1 binding are presumably responsible for the initiation of a transcriptional programme that can exit from the leukaemic state into normal monocytic differentiation.

### Induction of wild-type PU.1 increases histone acetylation predominantly at enhancers

Comparison across all PU.1-bound regions revealed a positive correlation between changes in PU.1 binding and those of H3K27Ac (Pearson correlation 0.37, *P*<0.0001) (Supplementary Figure 4a), indicating that the induction of wild-type PU.1 leads to co-localisation of histone modifications associated with increased transcriptional activity at many of its target sites (Figure 3a). On the basis of these results, we defined a set of peaks representing functional PU.1 binding (Group I, *n*=1734) defined by (i) ⩾fourfold increase in PU.1 read count, (ii) ⩾fourfold increase in H3K27Ac read count and (iii) H3K27Ac read number ⩾50 per region. For comparison, we looked at peaks with ⩾fourfold increase in PU.1 but unchanged H3K27Ac (Group II, *n*=5056), and those with no change in PU.1 (Group III, *n*=2761) (Figure 3b). Of note, *de novo* motif discovery demonstrated that ETS motifs previously reported to be bound specifically by Pu.1 were more highly enriched in Group I than Group II peaks (Supplementary Figure 5).

Analysis of the genomic distribution of PU.1-binding peaks revealed a marked enrichment of the peaks with increased read counts for intra- and intergenic localisation (95.0% and 91.5% for Groups I and II, respectively) compared with those with no read-count change (65.9 for Group III). 

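The distribution of PU.1 peaks was examined for the classes of peak calls. These classes stand beside Groups I to III and do not replace them, because the groups also rest on read counts and H3K27Ac. A peak was placed at a promoter when its centre lay within 1000 bp of the transcription start of a protein-coding gene (GENCODE annotation of the mm10 assembly), and otherwise in or between genes. Promoters held 10.7% (95% confidence interval 10.2–11.3%) of the peaks called only in PU.1+, 17.4% (16.1–18.8%) of the shared peaks and 38.3% (36.3–40.3%) of those called only in PU.1−. Intragenic positions accounted for 45.6%, 42.1% and 32.5% of these classes, and intergenic positions for 43.7%, 40.5% and 29.2%. Intragenic and intergenic peaks together made up 89.3% of the peaks called only in PU.1+, 82.6% of the shared peaks and 61.7% of the peaks called only in PU.1−. Of positions drawn at random, 4.01% were at promoters. Widening the promoter to 2500 bp moved the share at promoters most among the peaks called only in PU.1+, to 19.3%.

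**Figure D2:**
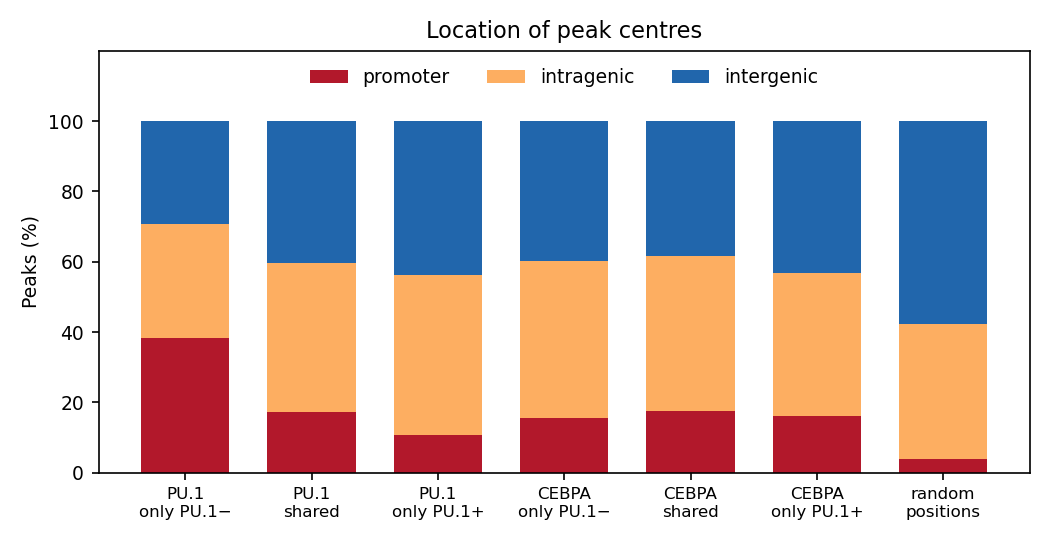
Share (%) of PU.1 and CEBPA peaks whose centre lies at a promoter (red), inside a gene (orange) or between genes (blue), for peaks called only in PU.1−, shared peaks and peaks called only in PU.1+, and for random positions. Among PU.1 peaks, the share at promoters is lowest in the class called only in PU.1+ and highest in the class called only in PU.1−.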

Even though the association of peaks to genes is complicated by the increased recognition of long range promoter-enhancer interactions,^46^ our data are consistent with tissue-specific functions of PU.1 being largely mediated by enhancer region binding,^36^ and shows that these binding events may have an important role in the phenotypic switch to monocytic maturation.

### PU.1 recruitment coupled with increased histone acetylation induces gene expression and activates a monocyte/macrophage transcriptional programme

We next explored the early transcriptional consequences of the set of genomic regions associated with increased PU.1 binding and H3K27 acetylation. Unsupervised hierarchical clustering of gene expression profiles after only 2 h of induction, separated the samples into two groups corresponding to the presence or absence of wild-type PU.1 (Supplementary Figure 4b). We associated the PU.1 peak sets to genes, and compared expression profiles before and after OHT induction. We calculated the fold-change for those genes with a false discovery rate-adjusted *P*-value of <0.05 and compared the overall change of expression for each of the three groups previously defined. Not only were many of the genes that changed expression associated with Group I peaks (96 out of 284), but also genes associated to Group I showed the most increased expression following PU.1 induction, compared with Group II and Group III peaks (fold-change 1.76 vs 0.82, *P*<0.0001 and 1.76 vs 0.81, *P*<0.0001, respectively) (Figure 4a). This confirms that even at the early time-point of 2 h, recruitment of wild-type PU.1 accompanied by increased H3K27 acetylation initiates a PU.1-driven transcriptional programme.

To further examine the relationship between PU.1-binding events and gene expression, we took the 96 gene overlap of the 1282 genes mapped from the PU.1 Group I peaks with the 284 genes that showed increased expression following PU.1 induction (Figure 4b). 

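Of this list, 57 genes are named in Supplementary Table 2, and all 57 were found in the annotation. That table names genes under enrichment terms, so the 57 are a selected part of the list. PU.1 peaks were assigned to genes by the paper's rule, with intergenic peaks given to the nearest gene on each side within 50 kb. A PU.1 peak called only in PU.1+ was assigned to 54 of the 57 genes (94.7%). Among all 21951 protein-coding genes, 30.6% had such a peak. In 10000 random lists of protein-coding genes matched on gene length, a mean of 20.6 genes had one and the highest number was 33. A shared PU.1 peak was assigned to 35 of the named genes. A peak called only in PU.1− was assigned to 9, against a mean of 6.76 in the random lists. The most PU.1+-only peaks were assigned to *Bcl2* (10 peaks) and *Ikzf1* (9 peaks), followed by *Zfp710*, *Pik3cg* and *Plcg2* with 7 peaks each. No such peak was assigned to *Gbp6*, *Ndst1* or *Tlr6*, which are named here because they were the exceptions. With assignment within 20 kb, 53 genes had a PU.1+-only peak. The paper chose these genes partly by their PU.1 binding in the same libraries, so these numbers are not independent evidence. The H3K27Ac and expression changes that complete the definition of the list were not analysed here.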

Gene ontology analysis of this 96 PU.1 target gene list revealed overrepresented biological functions to be apoptosis and humoral immune response, while enrichment analysis showed strongest overlaps with expression profiles specific to macrophages or dendritic cells (Supplementary Table 2).

Finally, we used the PU.1 target genes to perform unsupervised hierarchical clustering of gene expression profiles for 39 murine haematopoietic cell types^39^ (Figure 4c, Supplementary Figure 6). This produced six major clusters, of which Cluster 6 was characterised by the highest expression levels of Pu.1, and consisted exclusively of myeloid and monocytic cells. Intermediate clusters showed a B-cell bias in those with higher Pu.1 expression, whereas Cluster 1 consisting exclusively of T-cell subtypes had the lowest Pu.1 expression levels (Figure 4d). This is consistent with the known functions of PU.1 in myeloid and B-cell differentiation, and validates our gene list as representing physiological PU.1-driven pathways.

### Restoring functional PU.1 causes reorganisation of CEBPA binding

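The CEBPA lists held 26119 peaks in PU.1− and 20583 in PU.1+, and thus more peaks than the PU.1 lists in either condition. Of the PU.1+ peaks, 18099 (87.9%, 95% confidence interval 87.5–88.4%) overlapped a PU.1− peak. Of the PU.1− peaks, 18098 (69.3%, 68.7–69.8%) were shared and 8021 (30.7%, 30.2–31.3%) were called only in PU.1−. Random placement gave a mean overlap of 176 peaks (range 134 to 220), so the observed overlap was 103-fold higher. Centres of shared CEBPA peaks lay a median of 12 bp apart.

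**Figure D3:**
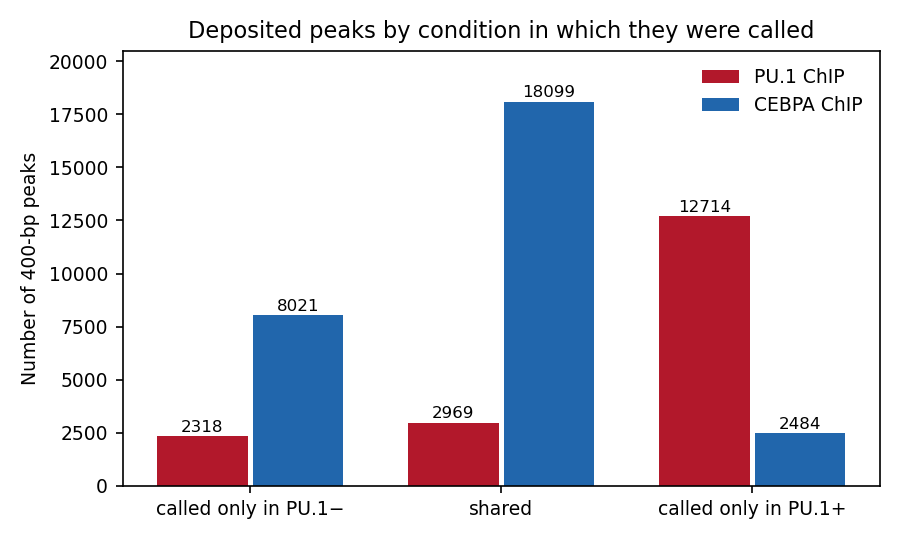
Number of PU.1 (red) and CEBPA (blue) peaks called only in PU.1−, shared, and called only in PU.1+. Shared peaks are counted in the PU.1+ library. The largest class is the one called only in PU.1+ for PU.1 and the shared class for CEBPA.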

On investigating the relationship between PU.1 and CEBPA (Figure 5a), ChIP-Seq data showed that the overall peak numbers were much higher for CEBPA with 26 098 peaks present before and 20 569 peaks present after wild-type PU.1 induction (Figure 5b), with mean read count over all regions essentially unchanged. However, 2465 regions were called as peaks only after PU.1 induction, and these showed a mean 2.3-fold increase in read count, suggesting a discrete group of CEBPA-binding events enhanced by the presence of active PU.1 (Figure 5c).

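In the deposited lists, 2484 CEBPA peaks (12.1% of the PU.1+ peaks, 95% confidence interval 11.6–12.5%) were called only in PU.1+. When centres within 100 bp were required for a peak to be shared, this number rose to 2813. A CEBP site, TTGCNNAA with N for any base, was present in the central 80 bp of 30.8% (29.0–32.7%) of these peaks and of 3.58% of flanking windows. It was present in 39.2% (38.5–39.9%) of the CEBPA peaks that were shared. The 8-base sequence most enriched over flanking windows was TTGCACAA in both classes, found in 7.53% of the new peaks and 10.2% of the shared peaks. The read counts behind the mean increase were not analysed here.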

To define relevant CEBPA peaks, we used the same methodology as above and defined a set of 405 Group I peaks defined by increased CEBPA and increased H3K27Ac read count (Figure 5d). Again, control groups representing CEBPA increase without H3K27Ac change (Group II, *n*=21) and unchanged CEBPA binding (Group III, *n*=25 107) were selected for comparison. The small number of Group II peaks indicates that the vast majority of CEBPA peaks with increased binding after PU.1 induction were associated with H3K27Ac change, and are likely to be functionally relevant for gene transcription (Figure 5d).

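CEBPA peaks were placed by the same rule as PU.1 peaks, for the classes of peak calls. Promoters held 16.1% (95% confidence interval 14.7–17.7%) of the CEBPA peaks called only in PU.1+, 17.7% (17.1–18.2%) of the shared CEBPA peaks and 15.7% (14.9–16.5%) of those called only in PU.1−. The interval of the first class overlapped those of both other classes. Intragenic and intergenic peaks together accounted for 83.9%, 82.3% and 84.3% of the classes, in the same order.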

As with PU.1, the Group I CEBPA peaks were relatively enriched at intra- and intergenic regions (95.3%), when compared with Group II and Group III (90.4% and 86.5% respectively) (Figure 5d). Comparing the effect on expression from the genes mapped from these peak sets, again revealed that Group I genes showed significantly higher expression after PU.1 induction (2.1-fold) compared with those from Group III which showed no fold-change. There were no genes mapped from the small number of Group II CEBPA peaks that corresponded to genes with altered expression on the array (Supplementary Figure 4c). These results show that although there is widespread CEBPA binding before PU.1 induction, a small subset of binding regions are induced by wild-type PU.1 binding, and may contribute to the transcriptional programme.

*De novo* motif analysis of the PU.1 peak sequences showed CEBPA motifs overrepresented in all three groups of PU.1 peaks defined in the previous section. However, the percentage of regions with CEBPA motifs was higher in Group I PU.1 peaks (36.0%), compared with either Group II (26.4%) or Group III (26.1%) (Supplementary Table 3). This observation suggested that either (i) Group I PU.1 peaks preferentially bind to regions already ‘bookmarked' by prior CEBPA binding or, alternatively, (ii) Group I PU.1 peaks bind to new genomic regions, and themselves act as markers for new CEBPA binding.

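CEBP sites were counted in the classes of PU.1 peak calls with a fixed sequence, TTGCNNAA, in place of a *de novo* motif. In the central 80 bp, a site was present in 6.33% (95% confidence interval 5.91–6.77%) of PU.1 peaks called only in PU.1+, against 3.28% of flanking windows. The share was 11.5% (10.4–12.7%) in shared peaks and 9.28% (8.12–10.5%) in peaks called only in PU.1−, against 3.35% and 3.00% of their flanking windows. With the whole 400-bp peak searched, the shares were 23.5%, 31.0% and 25.7%, respectively. More sequence can only add sites, and flanking windows of this length were not counted, so these shares cannot be set against a background.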

Co-binding between peak sets showed that 355/1734 (20.5%) of the Group I PU.1 peaks were at sites of pre-existing CEBPA, a proportion no higher than that of the (presumably non-functional) Group II and III PU.1 peaks (1331/5056 (26.33%) and 1517/2761 (54.94%), respectively). This does not support a significant role for CEBPA in marking sites for subsequent functional PU.1 binding.

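Binding at sites of pre-existing CEBPA was examined for the classes of PU.1 peak calls. Of the PU.1 peaks called only in PU.1+, 2307 (18.1%, 95% confidence interval 17.5–18.8%) overlapped a CEBPA peak of PU.1−. This was true of 1768 shared PU.1 peaks (59.5%, 57.8–61.3%) and of 1263 PU.1 peaks called only in PU.1− (54.5%, 52.4–56.5%). Random placement of the PU.1 peaks gave 0.851%, 0.866% and 0.856%, respectively. Requiring centres within 100 bp moved these shares most, to 12.3%, 46.7% and 43.1%. The class of new PU.1 peaks had the lowest share by either rule.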

We then investigated the alternative possibility that Group I PU.1 peaks bind to new genomic regions and recruit subsequent CEBPA binding. Of the 405 Group I CEBPA peaks identified, 355 (87.7%) were bound at Group I PU.1 peaks; in comparison, none (0.0%) of them were co-bound by PU.1 Group III peaks (Figures 5e and f). This suggests a role for wild-type PU.1 in making new regions available for subsequent functional binding of CEBPA, but not the converse.

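Of the CEBPA peaks called only in PU.1+, 1059 (42.6%, 95% confidence interval 40.7–44.6%) overlapped a PU.1 peak of PU.1+. Of these, 913 (36.8% of the new CEBPA peaks, 34.9–38.7%) lay at PU.1 peaks that were also called only in PU.1+, 89.4-fold more than the mean of 10.2 from random placement. Shared PU.1 peaks, which numbered 2969 against 12714 new PU.1 peaks, coincided with 146 new CEBPA peaks (5.88%, 4.99–6.88%), 58.1-fold more than random placement gave. At PU.1 peaks called only in PU.1− there were 16 (0.644%, 0.369–1.04%). The remaining 1409 new CEBPA peaks (56.7%) overlapped no PU.1 peak of either condition. By comparison, 11.3% (10.8–11.7%) of shared CEBPA peaks and 3.37% (2.98–3.78%) of CEBPA peaks called only in PU.1− lay at PU.1 peaks called only in PU.1+. Shared CEBPA peaks lay at shared PU.1 peaks 89.0-fold more often than random placement gave, so a fold of this size is not particular to new peaks. From the PU.1 side, 912 of the new PU.1 peaks (7.17%, 6.73–7.64%) overlapped a new CEBPA peak. The share was 4.92% (4.17–5.76%) for shared PU.1 peaks and 0.690% for PU.1 peaks called only in PU.1−.

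**Figure D4:**
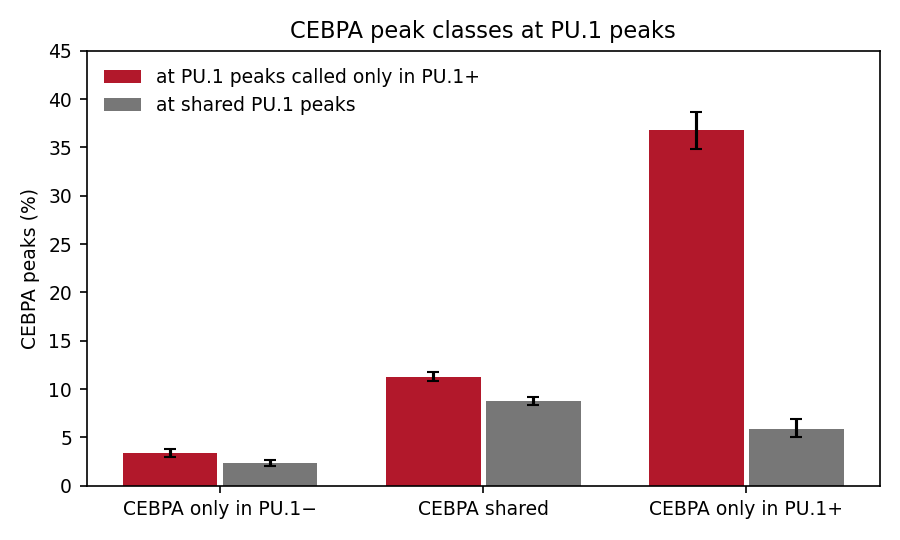
Share (%) of CEBPA peaks called only in PU.1−, shared and called only in PU.1+ that overlap a PU.1 peak called only in PU.1+ (red) or a shared PU.1 peak (grey). Error bars are exact 95% confidence intervals. The share at PU.1 peaks called only in PU.1+ is highest, at 36.8%, in the class of new CEBPA peaks.

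The paper sets the share of Group I CEBPA peaks found at Group I PU.1 peaks against their absence from Group III PU.1 peaks, and proposes that wild-type PU.1 makes new regions available for functional binding of CEBPA.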

### PU.1 target genes can predict human AML subtypes regulated by PU.1 dysfunction

To assess the extent to which this murine model corresponds with human AML, we used the PU.1 target gene set to perform unsupervised hierarchical clustering of a set of 461 primary human AML samples with genome-wide expression data^40^ (Figure 6a, Supplementary Figure 7). This generated three clusters, of which Cluster 3 showed reduced levels of *PU.1* expression, and contained 21/23 (91.3%) of the t(15;17) translocations and 20/35 (57.1%) of the t(8;21) translocations (Figures 6b and c). This may represent AML samples driven in part by *PU.1* underexpression and/or dysfunction. Cluster 1 samples had the highest levels of *PU.1* expression, and were predominantly M4/M5 FAB classification (myelomonocytic/monoblastic), suggesting a separate class of cases where high *PU.1* levels direct a degree of monocytic differentiation, but alternative mechanisms are responsible for the leukaemia phenotype (Figure 6c). Taken together, this analysis suggests that the murine model is not only relevant for defining PU.1 target genes that may be involved in the leukaemic phenotype of t(15;17) and t(8;21) AML, but also that it may be exploited to identify novel human AML subtypes.

## Discussion

### Relevance of Pu.1 mutations

Mutations in the Pu.1 DNA-binding domain are common in radiation-induced murine leukaemia,^19^ although not in human AML.^47^ Within the DNA-binding domain, R235 is highly conserved across species, and structural studies have shown that it has a crucial role in DNA binding at the GGAA core of the Ets motif, leading to the prediction that DNA binding would be impossible in its mutated state.^3^ Unexpectedly, our ChIP data clearly demonstrate the DNA-binding capacity of this mutant PU.1 protein. However, a prominent overlap with PU.1-binding profiles in macrophages was only observed following the expression of wild-type PU.1, suggesting that it is the limited binding ability of mutant PU.1 rather than complete absence which causes differentiation block. Consistent with this notion, the expression of wild-type PU.1 increased histone acetylation at a subset of newly bound regions, and the concomitant upregulation of neighbouring genes identified a gene set associated with monocyte differentiation.

### Effect of PU.1 induction on CEBPA distribution

It is well recognised that many myeloid gene regulatory elements are simultaneously activated by PU.1 and CEBPA.^44, 45^ Although CEBPA has been reported to inhibit PU.1 function by displacing the co-activator c-Jun from binding to the B3/B4 region of the DNA-binding domain,^48^ positive interactions between PU.1 and CEBPA are exemplified by CEBPA-mediated activation of Pu.1 expression by binding to the *PU.1* promoter^49^ and Upstream Regulatory Element enhancer sites,^50, 51^ and PU.1 regulation of CEBPA expression by binding at the *CEBPA* +37 enhancer region.^52^ Given this complex interplay, the ratio of PU.1 to CEBPA has been argued to determine whether cell fate is predominantly monocytic or granulocytic^9, 21^ with modelling predicting a bistable differentiation potential between the two lineages when both TFs are highly expressed.^53^

In our system, CEBPA binding was widespread both before and after wild-type PU.1 induction, but we were able to identify a group likely to represent new and functionally significant events. As with PU.1, the relative depletion of these peaks in non-enhancer regions suggests cell-type-specific functionality. The finding that 87.7% of these were also bound by PU.1 Group I peaks indicates that this discrete subgroup of CEBPA-binding sites are ‘bookmarked' by the presence of PU.1 to facilitate subsequent binding.

It therefore appears that a proportion of normal CEBPA-binding events are impaired by the absence of PU.1 in the leukaemic phase, which may contribute to the differentiation block seen in PU.1-dysregulated leukaemias. Our findings are consistent with a non-leukaemic PuER model of Pu.1^-/-^ cells, where a relatively small group of CEBPB peaks were observed after PU.1 induction with strong enrichment for PU.1 motifs, and were co-bound by PU.1 in over 75% of cases.^36^ CEBPA co-localisation to existing PU.1 peaks was also noted in a recent study of RUNX1-ETO knockdown in a t(8;21) AML cell line.^54^

### ‘Functional' PU.1 binding induces monocytic/macrophage differentiation to overcome the leukaemia phenotype

PuER induction caused both quantitative and qualitative differences in binding between wild-ype and mutant PU.1, and induced PU.1-binding sites with a concomitant increase in histone H3K27 acetylation were primarily localised to enhancers. Cell-type-specific binding of PU.1 in non-leukaemic cells had previously been reported to largely be enhancer-specific,^36^ and associated with elevated H3K27 acetylation.^55^ These observations are therefore consistent with the notion that introducing wild-type PU.1 into this leukaemic model activates a transcriptional programme related to normal cell maturation, overcoming the differentiation block. Our findings not only provide a clearer understanding of the mechanism for the role of PU.1 suppression in AML, but also identify activation of PU.1 as a potential therapeutic target for differentiation therapy in human AML.

Although *PU.1* mutations are uncommon in human AML,^25, 26, 27, 47, 56^ upstream mechanisms causing reduced *PU.1* expression and function are well described for the fusion genes RUNX1-ETO^11^ and PML-RARA,^28, 57^ as well as by FLT3-ITD mutations.^58, 59^ Analysis of primary AML samples using the set of 96 PU.1 target genes, clustered the majority of RUNX1-ETO and PML-RARA samples together in a group characterised by low *PU.1* expression. The presence of other AML cases in this cluster suggests that other as yet unidentified pathways may converge on *PU.1* under-expression, giving rise to a common molecular defect.

Although genome reprogramming technologies are already showing potential in manipulating TF expression to alter phenotype,^60^ it is difficult to see at present how genetic targeting will achieve the efficiency required to target all leukaemic cells within a patient for effective differentiation. As ATRA has proved in PML-RARA-driven AML,^61^ pharmacological interventions on the other hand represent a potent method of overcoming differentiation block and treating the leukaemia. Interestingly, PU.1 induction has recently been demonstrated by intravenous cytokine activation,^62^ and it may be that a small molecule-based therapeutic to upregulate PU.1 and alter downstream target expression will have clinical potential to treat PU.1-dysregulated AML.

## Figures and Tables

**Figure 1:**
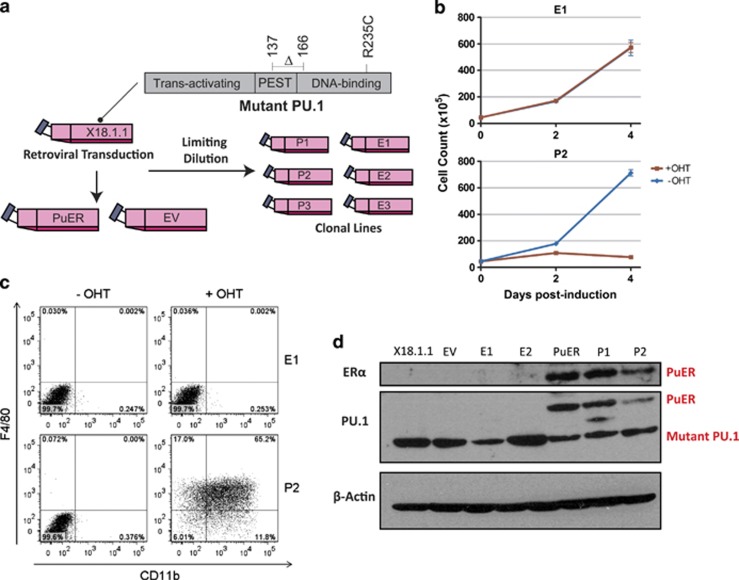
Production and validation of PuER-inducible cell lines. (**a**) Parental cell line X18.1.1 contains a hemizygous deletion of one Pu.1 allele. The remaining allele carries an R235C substitution in the DNA-binding domain and a deletion (137–166) involving the PEST domain. X18.1.1 cell line was retrovirally transduced with MSCV-puro-PuER or control MSCV-puro EV. After puromycin selection, clonal lines were obtained by limiting dilution. (**b**) Cell growth was specifically arrested in PuER line after 4 days of OHT incubation. Cell growth was monitored for two selected clonal lines, EV (E1) and PuER (P2), during 4 days in presence (+ OHT) or absence (−OHT) of OHT. Mean and standard error of the mean (s.e.m.) for two different experiments (each one performed in triplicate) are shown. (**c**) Restoration of wild-type PU.1 induces the upregulation of CD11b and F4/80 surface markers. Fluorescence-activated cell sorting results corresponding to CD11b and F4/80 surface expression in EV (E1) and PuER (P2) clonal lines after 4 days in presence (+ OHT) or absence (−OHT) of OHT are shown. (**d**) PuER protein detection by western blot. Mutant (endogenous) PU.1 protein can be detected in all samples (parental X18.1.1 line, EV and PuER bulk populations and selected clonal lines E1, E2, P1 and P2) using an antibody against PU.1. PUER fusion protein could only be detected in PuER bulk populations and selected clonal lines P1 and P2 when using antibodies against ERα and PU.1. Detection of β-actin was used a control.

**Figure 2:**
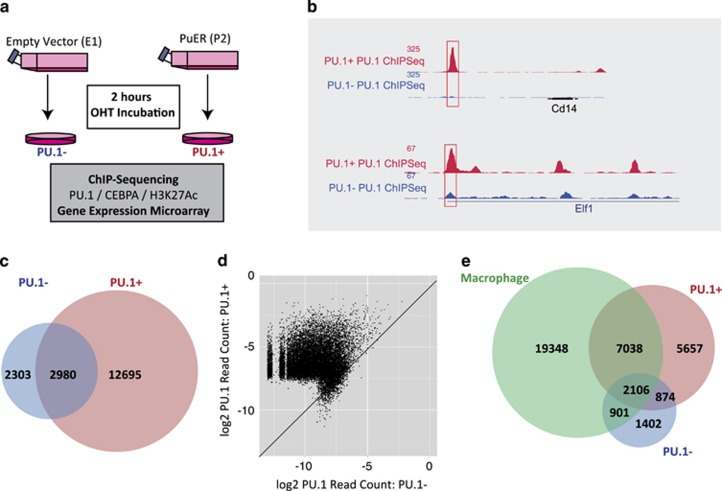
PU.1 ChIP-Seq binding profiles following wild-type PU.1 induction. (**a**) Experimental design. Samples for ChIP-Seq (using antibodies against PU.1, CEBPA and H3K27Ac) and gene expression microarray analysis were collected after 2 h incubation in the presence of OHT for two selected clonal lines, E1 (EV) and P2 (PuER). Samples for E1 and P2 were designated PU.1− and PU.1+, respectively. (**b**) New and stronger PU.1-bound regions can be detected after induction of wild-type PU.1. The genome browser screenshots show a comparison of PU.1-binding profiles between PU.1− and PU.1+ on the *Cd14* (upper) and *Elf1* (bottom) gene loci. A new peak at *Cd14* locus and a higher peak at *Elf1* locus can be detected following wild-type Pu.1 induction. (**c**) Global PU.1-binding site comparison between PU.1− and PU.1+ conditions. (**d**) Read count comparison between PU.1− and PU.1+ conditions, plotted as log_2_ of normalised read counts (per million reads) at PU.1 peaks, is shown. Line corresponding to direct correlation (no change) is depicted. (**e**) Global PU.1-binding site comparison between PU.1− and PU.1+ conditions and a published macrophage dataset (GSM537983). Strong overlapping between PU.1+ and macrophage datasets can be observed.

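*Cd14* lies on the reverse strand of chromosome 18 of mm10, from 36725067 to 36726798. Within 15000 bp of the gene, 4 PU.1 peaks were listed in PU.1+. Of these, 3 were called only in PU.1+, at 36711017–36711416, 36713198–36713597 and 36727653–36728052. The other, at 36719908–36720307 and outside the gene, overlapped a PU.1− peak at 36719827–36720226 by 319 bp. The central 80 bp of the PU.1+ peak at this position contained 1 ETS site. All 3 CEBPA peaks in this interval were shared. *Elf1* lies on the forward strand of chromosome 14, from 79481194 to 79582494. In PU.1+, 7 PU.1 peaks were listed at this locus, and 6 of them overlapped no PU.1− peak. The shared peak, at 79519207–79519606 in an intron, overlapped a PU.1− peak at 79519394–79519793 by 213 bp. An exon peak at 79515483–79515882 was called only in PU.1+. Peak heights were not part of the lists.

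**Figure D5:**
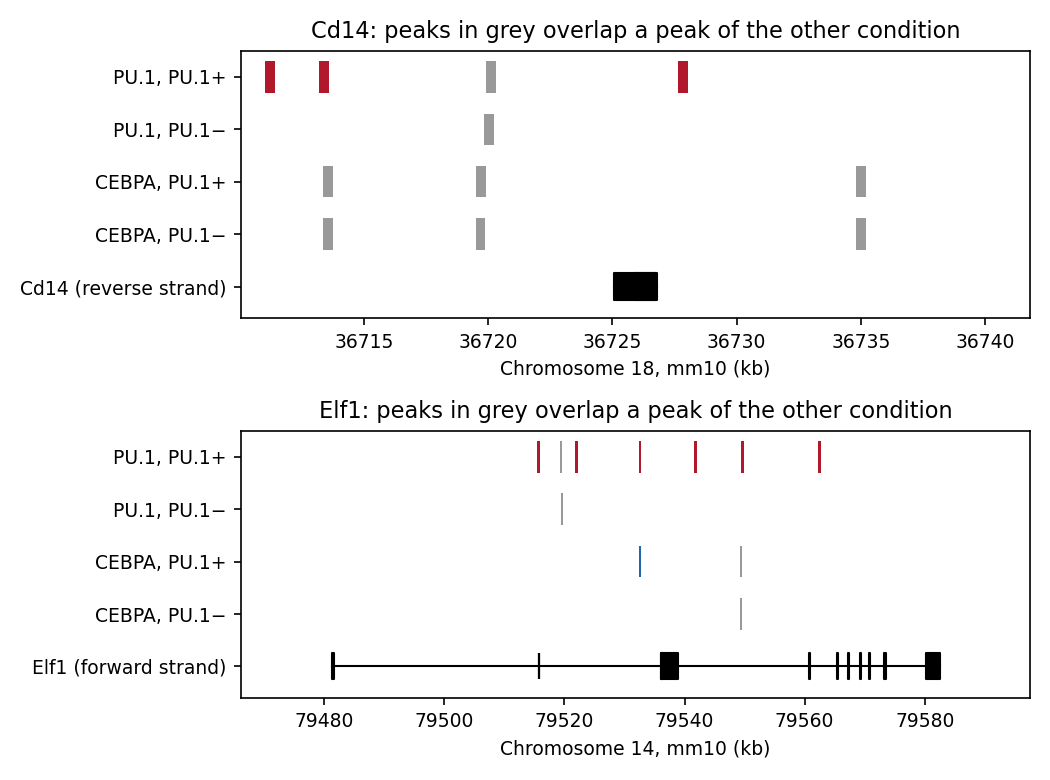
Deposited PU.1 and CEBPA peaks within 15000 bp of *Cd14* (upper) and *Elf1* (bottom), drawn to scale on mm10 (kb). Exons are black boxes, PU.1 peaks called in one condition only are red, CEBPA peaks called in one condition only are blue, and peaks that overlap a peak of the other condition are grey. At each locus, 1 PU.1 peak of PU.1+ is grey.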

**Figure 3:**
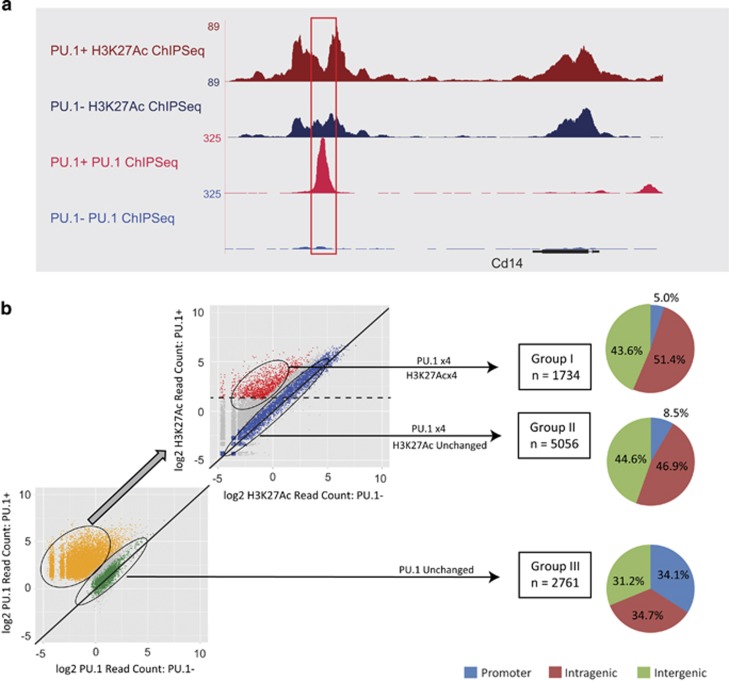
Integration of PU.1 and H3K27Ac ChIP-Seq binding profiles. (**a**) Genome browser screen shots show increased signal for H3K27Ac histone mark (upper two tracks) on a new PU.1 peak (bottom two tracks) detected at the *Cd14* locus for PU.1+ (red) and PU.1− (blue) conditions. (**b**) Three different groups of PU.1-bound regions were defined. Firstly, read count comparison (log2 normalised read count) for regions bound by PU.1 in PU.1− and PU.1+ conditions were plotted. Regions with no change in PU.1 binding defined Group III (2761 regions shown in green). Then, H3K27Ac read count comparison in PU.1− and PU.1+ conditions for regions with ⩾fourfold change in PU.1 comparison (shown in yellow) was plotted. Regions with no change in H3K27Ac enrichment defined Group II (5056 regions shown in blue). Regions with ⩾50 counts integrated Group I (1734 regions, shown in red). Line corresponding to direct correlation (no change) is shown in both plots. Threshold corresponding to 50 counts in H3K27Ac read count comparison plot is depicted with dashed line. Regions were then associated to genes and distribution of promoter, intragenic and intergenic localisation of the regions for each of the three groups is shown.

**Figure 4:**
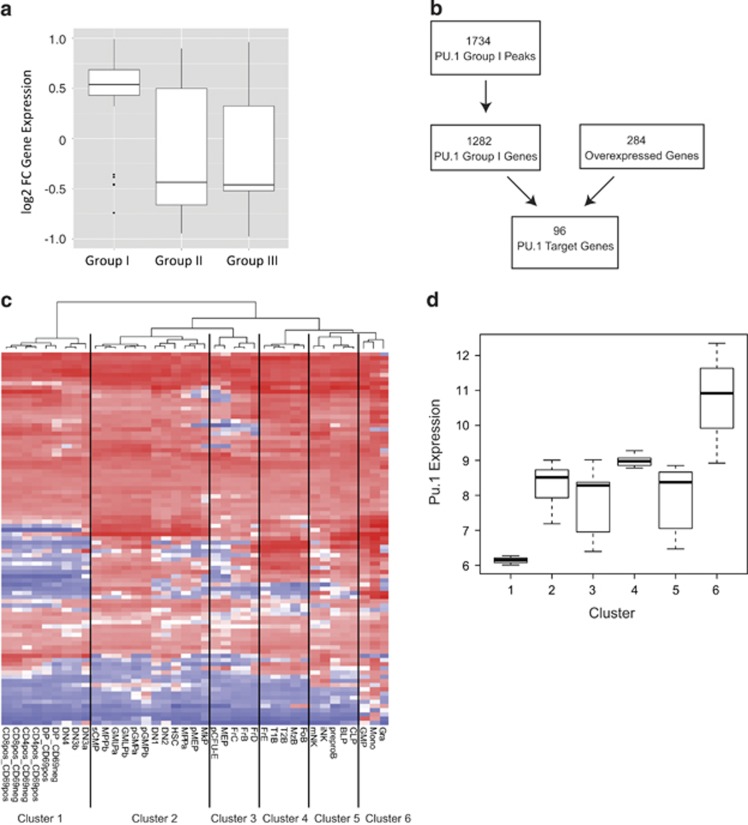
Increased PU.1 binding and increased H3K27Ac enrichment define a set of target genes that can be used as classifier for normal haematopoietic cells. (**a**) Greatest upregulation can be detected in genes with increased PU.1 binding and increased H3K27Ac enrichment. Plot shows overall changes in expression (log_2_FC) of genes from Groups I, II and III with a significant variation of expression following wild-type PU.1 induction. (**b**) Peaks in Group I (1734 regions) were associated to genes (1282 Group I genes) and intersected with genes that showed increased expression on microarray analysis following 2-h PU.1 induction (284 genes) to obtain high confidence PU.1 target genes (96 genes). (**c**) Unsupervised hierarchical clustering of gene expression from phenotypically defined murine haematopoietic cell types^39^ on basis of 89 of 96 PU.1 target genes expression present in dataset. Defined clusters are indicated. Out of six defined clusters, cluster 6 (integrated by GMPs, granulocytes and monocytes) present highest levels of *Pu.1* (**d**). (Full phenotypic definitions of cell types may be found in Seita *et al.*^39^)

**Figure 5:**
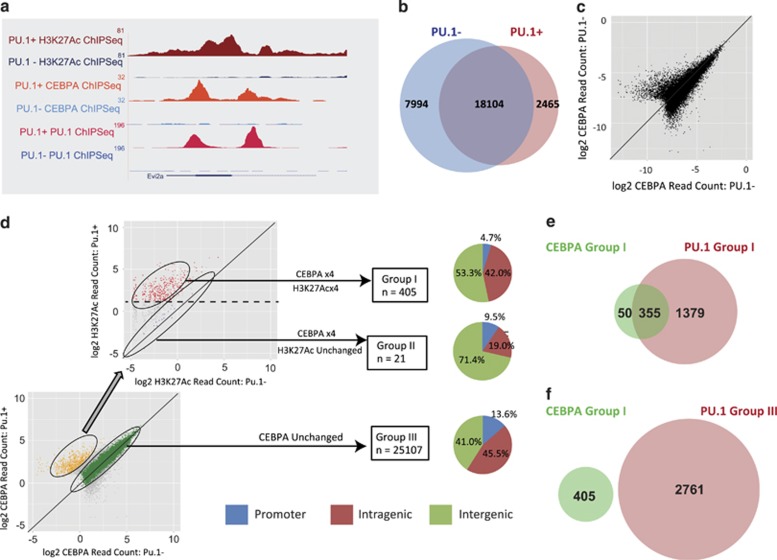
Regions with increased CEBPA binding and increased H3K27Ac enrichment co-localise with regions with increased PU.1 binding and increased H3K27Ac enrichment following wild-type PU.1 induction. (**a**) Genome browser screenshots show new regions bound by CEBPA (middle two tracks) at regions with increased signal for H3K27Ac histone mark (upper two tracks) on new PU.1 peaks (bottom two tracks) detected at the *Evi2a* locus for PU.1+ (red) and PU.1− (blue) conditions. (**b**) Global CEBPA-binding site comparison between PU.1− and PU.1+ conditions. (**c**) Read count comparison between PU.1− and PU.1+ conditions, plotted as log_2_ of normalised read counts (per million reads) at CEBPA-bound regions, is shown. Line corresponding to direct correlation (no change) is depicted. (**d**) Three different groups of CEBPA-bound regions were defined. Firstly, read count comparison for regions bound by CEBPA in PU.1− and PU.1+ conditions were plotted (log2 normalised read count). Regions with no change in CEBPA binding defined Group III (25107 regions shown in green). Then, H3K27Ac read count comparison in PU.1− and PU.1+ conditions for regions with ⩾fourfold change in CEBPA comparison (shown in yellow) was plotted. Regions with no change in H3K27Ac enrichment defined Group II (21 regions shown in blue). Regions with ⩾50 counts integrated Group I (405 regions, shown in red). Line corresponding to direct correlation (no change) is shown in both plots. Threshold corresponding to 50 counts is shown in H3K27Ac read count comparison plot by dashed line. Regions were then associated to genes and distribution of promoter, intragenic and intergenic localisation of the regions for each of the three groups is shown. (**e**) Global binding site comparison between CEBPA Group I peaks and PU.1 Group I peaks. (**f**) Global binding site comparison between CEBPA Group I peaks and PU.1 Group III peaks.

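*Evi2a* lies on the reverse strand of chromosome 11 of mm10, from 79526560 to 79530609. PU.1 peaks called only in PU.1+ lay within the gene at 79526889–79527288 and at 79527998–79528397. The first overlapped coding sequence. The second had its centre in an exon, 52 bp upstream of an annotated transcription start, and overlapped no coding sequence. CEBPA peaks called only in PU.1+ lay at 79526979–79527378 and 79527896–79528295. Both overlapped coding sequence at some base, and each overlapped a PU.1 peak named above. No GGAAGT or TTGCNNAA site was found in the central 80 bp of these 4 peaks. A PU.1 peak at 79523507–79523906 and a CEBPA peak at 79523595–79523994, outside the gene, were called in both conditions. The H3K27Ac signal shown in Figure 5a was not analysed here.

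**Figure D6:**
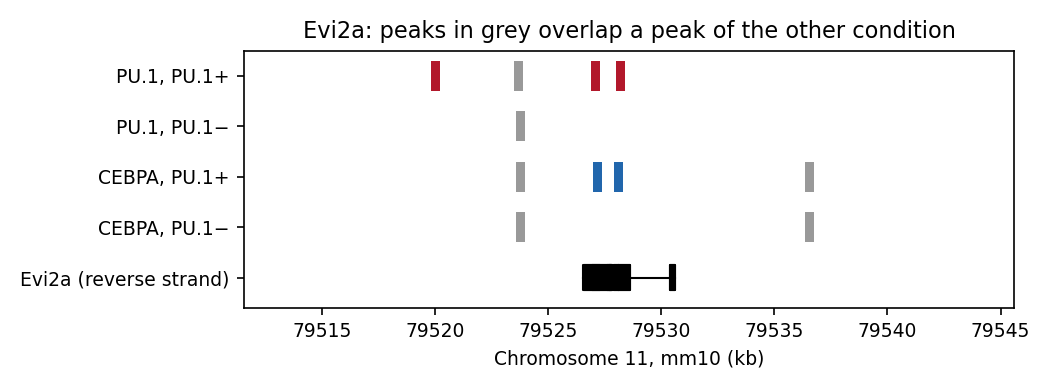
Deposited PU.1 and CEBPA peaks within 15000 bp of *Evi2a*, drawn to scale on mm10 (kb). Exons are black boxes, PU.1 peaks called in one condition only are red, CEBPA peaks called in one condition only are blue, and peaks that overlap a peak of the other condition are grey. New PU.1 and new CEBPA peaks overlap at 2 positions within the gene.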

**Figure 6:**
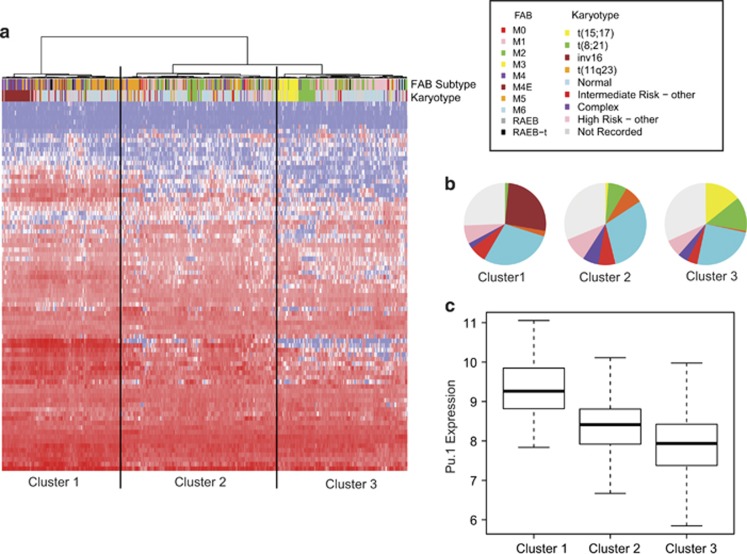
Increased Pu.1 binding and increased H3K27Ac enrichment define a set of target genes that can be used to classify primary AML samples. (**a**) Unsupervised hierarchical clustering of gene expression from a large well-annotated AML dataset^40^ on basis of expression of 81 of 96 PU.1 target genes present in dataset (defined in Figure 4). Colourings for FAB subtype and karyotype classifications are shown and defined clusters are indicated. Karyotype proportions (**b**) and PU.1 expression levels (**c**) in each of the three clusters are shown.

# Supplementary material for: Genome-scale definition of the transcriptional programme associated with compromised PU.1 activity in acute myeloid leukaemia
**Source:** Leukemia. 2015 Jul 21;30(1):14–23. doi: 10.1038/leu.2015.172
**Supplement:** Supplementary Information

# **Genome-scale definition of the transcriptional programme associated with compromised PU.1 activity in Acute Myeloid Leukaemia**

Jonathan I. Sive, Silvia Basilico, Rebecca Hannah, Sarah J. Kinston, Fernando J. Calero-Nieto, Berthold Göttgens

## **Supplementary Methods**

### **FACS and cell proliferation assays**

Flow cytometry was performed on a BD LSRFortessa cell analyser using the following antibodies: CD117 (c-kit) (Biolegend, 105826), CD34 (BD Pharmingen, 553733), b220 (BD Pharmingen, 553085), CD3 (BD Pharmingen, 553059), V500 Streptavidin (BD Horizon, 561419), Ly-6A (Sca-1) (Biolegend, 122520) and Ly-6G/Ly-6C (Gr-1) (BD Pharmingen, 553128). Cell proliferation was assayed by counting live cells following Trypan Blue exclusion.

### **Transactivation assays**

293T cells were transfected with 1 µg 'luciferase' construct in combination with 3 µg pcDNA3-PU.1 (generous gift from Dr J. Frampton, Birmingham, UK), pcDNA3-mutant PU.1 or the empty vector pcDNA3 as control using ProFection Mammalian Transfection System-Calcium Phosphate (Promega). Each transfection and transactivation was performed on three different days in triplicate. To obtain the pcDNA3-mutant PU.1 construct, a fragment XcmI-

SfiI of pcDNA3-PU.1 vector was replaced by a synthesised XcmI-SfiI fragment (Life Technologies) containing the mutant PU.1 sequence present in the parental line X18.1.1.

### **Immunoblotting**

Protein lysate in RIPA buffer (50mM Tris pH7.4, 150mM NaCl, 1% NP40, 0.5% Na deoxycholate, 0.1% SDS) was run on a 8% SDS polyacrylamide gel, and transferred to PVDF membrane by overnight wet blotting. Membranes were probed using primary antibody against PU.1 (Santa Cruz, sc352x).

### **Gene expression analysis**

Total RNA was isolated using Tri-Reagent (Sigma-Aldrich) according to the manufacturer's instructions. Contaminating genomic DNA was removed by DNaseI treatment with Turbo DNA free (Applied Biosystems/Ambion). Total RNA (400 ng) was used for cDNA synthesis, using SuperScript® III First-Strand Synthesis System for RT-PCR and random hexamers (Invitrogen). Total and wild type *Pu.1* levels were measured by real-time PCR using specific primers (5' ATGCACGTCCTCGATACTCC 3' and 5' GCTGGGGACAAGGTTTGATA 3' for total Pu.1, 5' CCCGGATGTGCTTCCCTTAT 3' and 5' TCCAAGCCATCAGCTTCTCC 3',<sup>1</sup>, for wild type). Absolute expression was calculated from a standard curve obtained with ScaI-linearised pcDNA3-PU.1 vector. Mutant *Pu.1* levels were calculated as the difference between total and wild type *Pu.1* levels. Experiments were performed on 2 biological replicates.

1. Anderson MK, Weiss AH, Hernandez-Hoyos G, Dionne CJ, Rothenberg EV. Constitutive expression of PU.1 in fetal hematopoietic progenitors blocks T cell development at the pro-T cell stage. *Immunity* 2002; **16**: 285-296.

## Supplementary Figure Legends

### Supplementary Figure 1.

(a) Cell growth was specifically arrested in PuER line after 4 days of OHT incubation.

Growth curves for Empty Vector and PuER bulk populations are shown during 4 days in presence (+ OHT) or absence (-OHT) of OHT. Mean and SEM for 2 different experiments (each one performed in triplicate) are shown.

(b) Restoration of wild type PU.1 induces upregulation of CD11b and F4/80 surface markers after 4 days, although compared to clonal lines a degree of leakage is seen in PuER bulk population. FACS results corresponding to CD11b and F4/80 surface expression in Empty Vector and PuER bulk populations are shown.

(c) Effect of restoration of wild type PU.1 on the cellular immunophenotype. FACS results corresponding to CD117, CD34, b220, CD3, Sca-1 and Gr-1 surface expression in two selected clonal lines, Empty Vector (E1) and PuER (P2), following 4 days in presence (solid area) or absence (transparent area) of OHT are shown.

### Supplementary Figure 2

(a) Detection of stable integration of PuER. Genomic DNA was extracted from the X18.1.1 parental line, Empty Vector (EV) and PuER bulk populations and selected clonal lines (E1, E2, P1, P2) and used for detection of PuER by PCR. *Gata2* was used as a control.

(b) Absolute quantification of mRNA PU.1 levels. Total (black bars), wild type (grey bars) and mutant (white bars) mRNA levels of PU.1 were measured in the parental line X18.1.1, Empty Vector and PuER bulk populations and the 2 selected clonal lines, Empty Vector (E1)

and PuER (P2). For comparison, wild type PU.1 mRNA levels were also measured in the Raw monocytic/macrophage cell line. Mean and SEM for 2 different experiments (each one performed in triplicate) are shown. nd: not detected.

### **Supplementary Figure 3**

(a) PU.1 is specifically recruited at higher levels at the -14 Upstream Regulatory Element (URE) of the *Pu.1* locus after restoration of fully functional PU.1. DNA recovery of ChIP material using an antibody against PU.1 was quantified by quantitative PCR at the -14 URE and at a negative control region within Chromosome 1 (Chr 1) with and without OHT induction for selected clonal lines corresponding to Empty Vector (E1) and PuER (P2). Although ChIP material could be detected with mutant PU.1, a much higher enrichment at this region is obtained after restoration of wild type PU.1.

(b,c) Transactivation of regulatory elements by wild type and mutant PU.1. To assess mutant functionality, transient co-transfections of 293T cells with luciferase reporter constructs containing Lyl1 promoter or Elf-1 -21 regulatory elements in combination with either pcDNA3-PU.1 (PU.1), pcDNA3-mutant PU.1 (mPU.1) or the empty vector pcDNA3 (control) were performed. Values are expressed relative to the control, pcDNA3. Mean and SEM for 3 independent transfections (each one performed in triplicate) are shown. As a control, wild type and mutant PU.1 proteins were detected using an antibody against PU.1. Statistical comparison was performed by one-way analysis of variance followed by post-hoc analysis with the Bonferroni test for selected pairs of columns. \*\*\* $P < 0.001$ .

(d) The genome browser screenshot shows a comparison of PU.1 binding profiles on the *Cd14* gene locus between the selected clonal lines corresponding to Empty Vector (E1) and PuER (P2) in the presence or absence of OHT induction.

#### **Supplementary Figure 4**

(a) Change in normalised read counts in PU.1- and PU.1+ conditions for regions bound by PU.1 were calculated. Similarly, changes in H3K27Ac read counts for the same regions were also calculated. Log2 of the values for each region were plotted to investigate the correlation. Line corresponding to direct correlation is depicted.

(b) Unsupervised hierarchical clustering of microarray gene expression data

(c) Greatest upregulation can be detected in genes with increased CEBPA binding and increased H3K27Ac enrichment. Plot shows overall changes in expression ( $\log_2FC$ ) of genes from CEBPA Groups I and III with a significant variation of expression following wild type PU.1 induction.

#### **Supplementary Figure 5**

Top three motifs from de novo motif analysis for PuER and EV Pu.1 peaks. The HOMER platform (<http://homer.salk.edu/homer/motif/>) was used to identify the most highly enriched sequence motif in the two respective peak sets, which were then compared to known motifs present in the Jaspar motif database (<http://jaspar.genereg.net/>). This analysis showed that the highest-scoring motifs matched to Ets consensus sites in both cases. However, for the PuER sample (panel A), the top hits matched specifically to the recognised Pu.1 consensus binding

site (PB0058.1\_Sfpi1\_1/Jaspar motif). By contrast, for the empty-vector control sample (panel B), the top hits were reported as ETS1(ETS)/Jurkat-ETS1-ChIPSeq/Homer. This observation is consistent with a difference in transcriptional function of wild-type versus mutant Pu.1 protein.

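The counterpart in panel A was the set of all PU.1 peaks in the PuER line. Both sets were searched for fixed sequences in the central 80 bp, in place of *de novo* discovery with HOMER. ETS sites were divided by the bases that precede GGAAGT, into a PU.1-type site (GAGGAAGT) and an ETS1-type site (CMGGAAGT, with M for A or C). The PU.1-type site was present in 15.2% of PU.1+ peaks (95% confidence interval 14.6–15.7%) and 7.38% of PU.1− peaks (6.68–8.11%). The ETS1-type site was present in 6.43% (6.05–6.83%) and 12.0% (11.1–12.9%), respectively. The ratio of the PU.1-type to the ETS1-type share was 2.36 in PU.1+ and 0.617 in PU.1−. By class, the ratio was 2.95 in peaks called only in PU.1+ and 0.248 in those called only in PU.1−. Among the shared peaks, the PU.1-type site was the more frequent in the PU.1+ library (13.7% against 11.5%) when the central 80 bp were searched, but the less frequent (18.0% against 19.6%) when the central 200 bp were searched. In the shared peaks of the PU.1− library it was the less frequent in the central 80 bp as well (11.0% against 12.6%). The 8-base sequences most enriched over flanking windows were AGGAAGTG, ACTTCCTC and AGAGGAAG in PU.1+, and AGGAAGTG, CCACTTCC and ACTTCCTG in PU.1−. A RUNX site (TGYGGT, with Y for C or T) was present in 11.5% (11.0–12.0%) of PU.1+ peaks and 15.9% (14.9–16.9%) of PU.1− peaks.

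**Figure D7:**
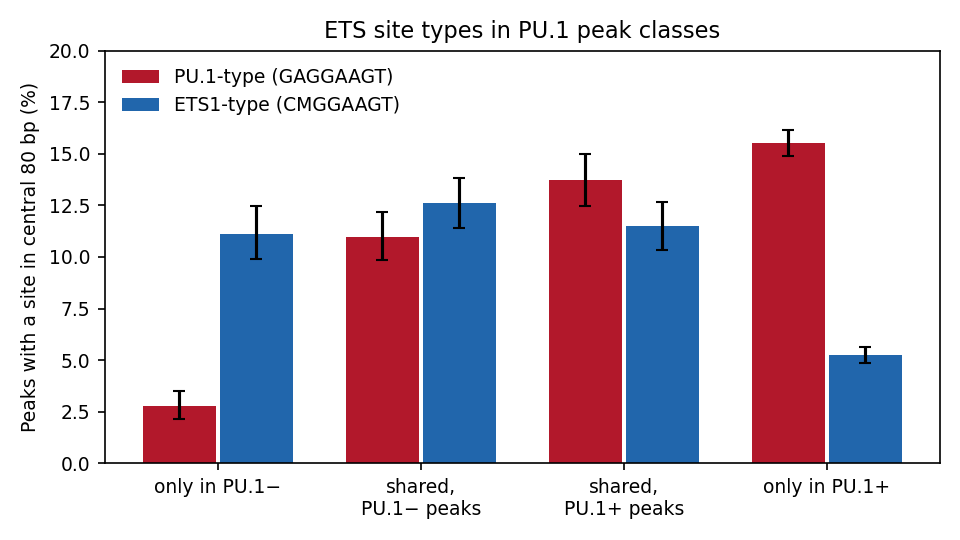
Share (%) of PU.1 peaks with a PU.1-type (red) or ETS1-type (blue) site in the central 80 bp, by class of peak call. Error bars are exact 95% confidence intervals. The PU.1-type site is the rarer type in peaks called only in PU.1− and the more frequent type in peaks called only in PU.1+.

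The paper regards the different top hits of the PuER and empty-vector peaks as compatible with a difference in transcriptional function between wild-type and mutant PU.1.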

### **Supplementary Figure 6**

Enlarged version of Figure 4c showing clustering and gene names. Unsupervised gene clustering of expression from phenotypically defined murine haematopoietic cell types, classified on basis of expression of PU.1 target gene set. Clusters derived from analysis are indicated. (Full phenotypic definitions of cell types may be found in reference 39 of manuscript)

### **Supplementary Figure 7**

Enlarged version of Figure 6a showing unsupervised clustering and gene names. Heatmap showing expression of primary AML samples classified using PU.1 target gene set. Clusters derived from analysis are indicated.

### **Supplementary Table 1 - Primers**

### **Supplementary Table 2. Gene ontology analysis (Enrichr)**

### **Supplementary Table 3. Peak set *de novo* motif analysis**

Supplementary Figure 1

A

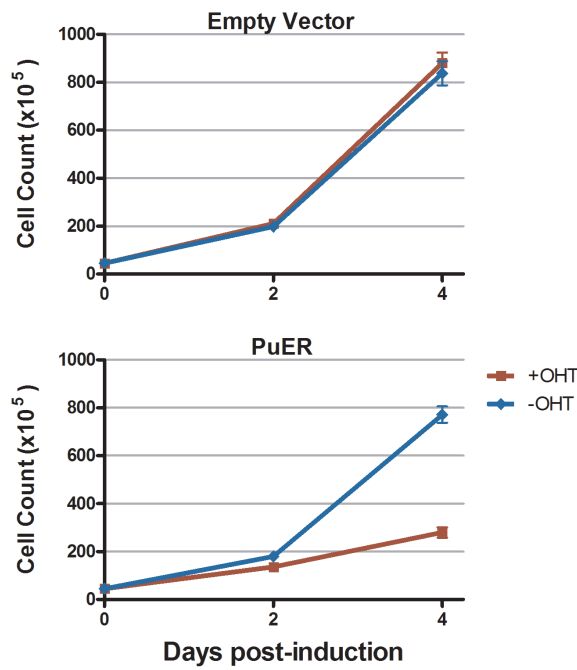

B

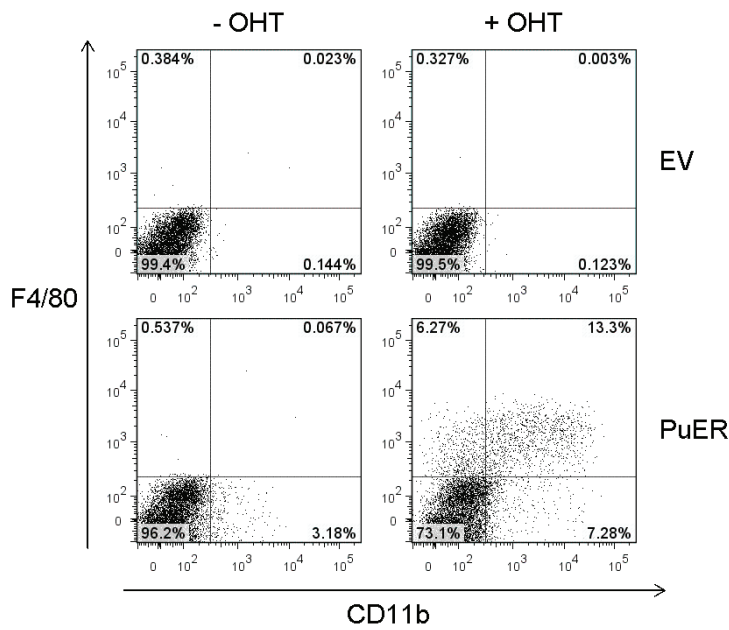

C

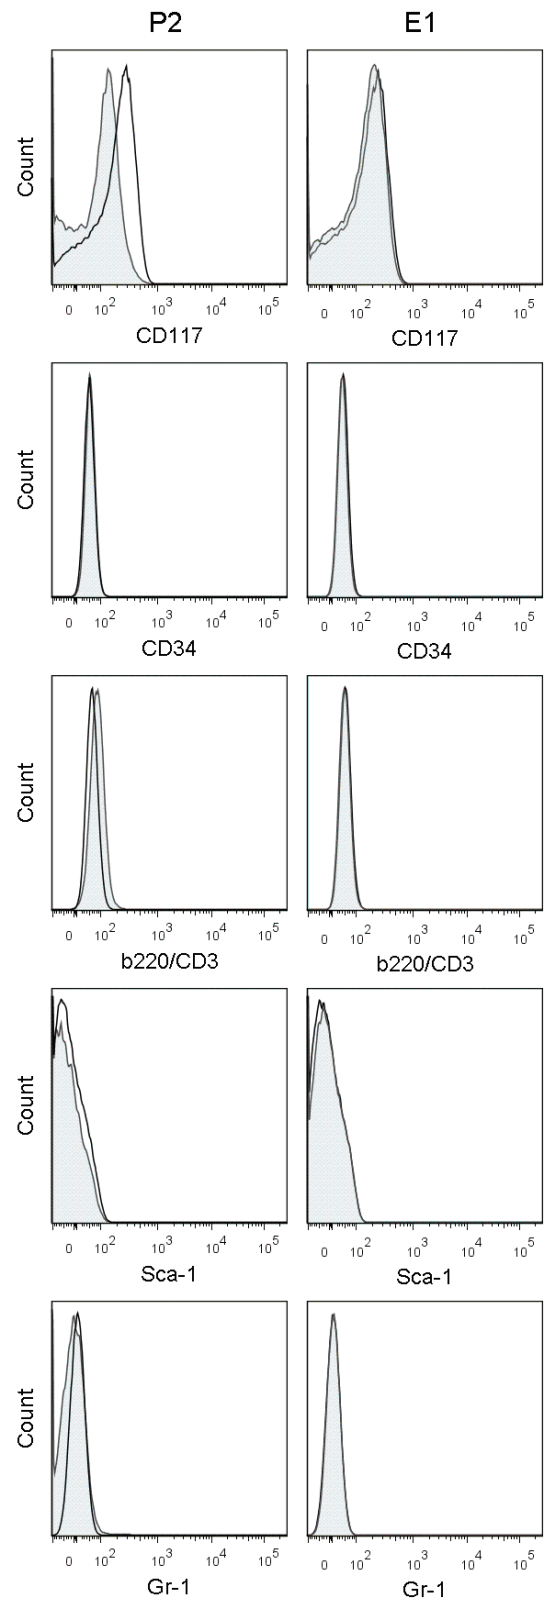

Supplementary Figure 2

A

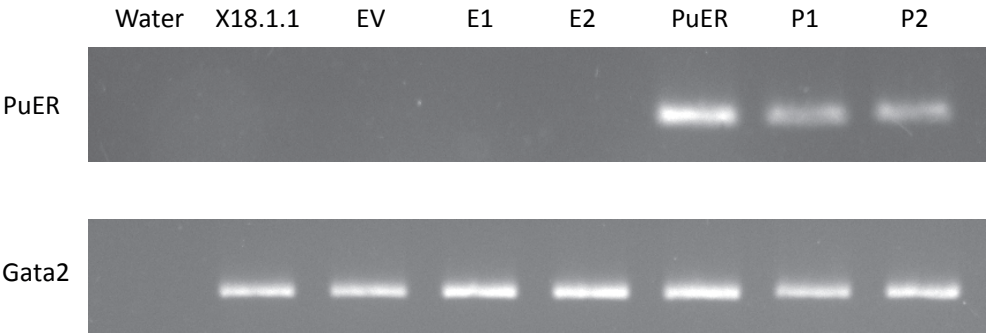

B

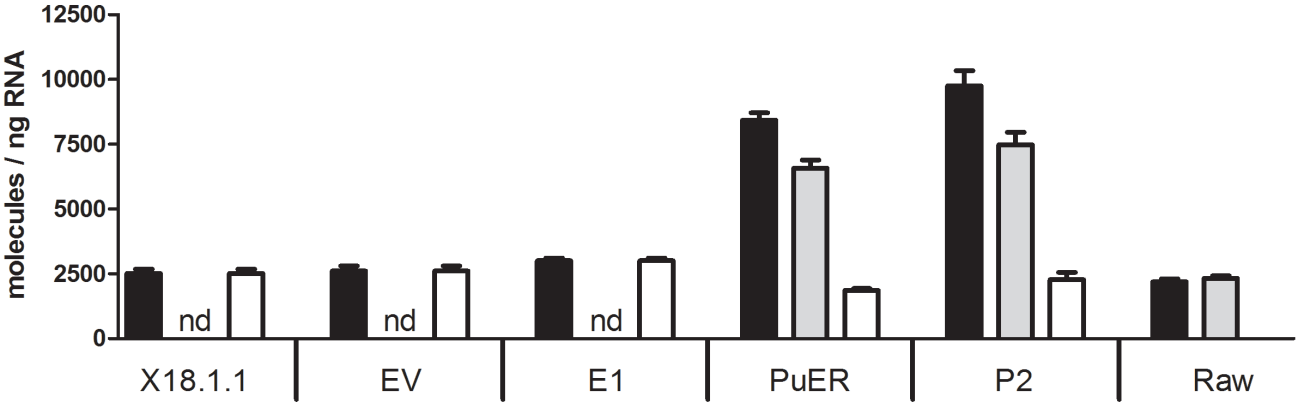

Supplementary Figure 3

A

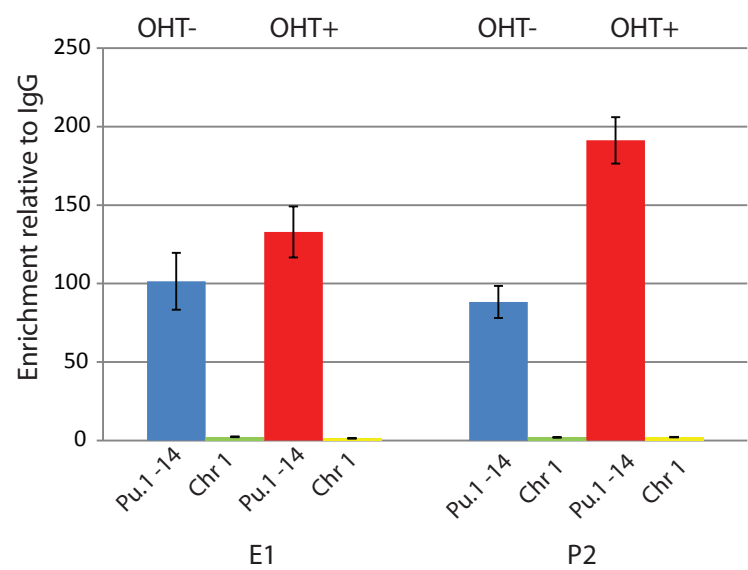

B

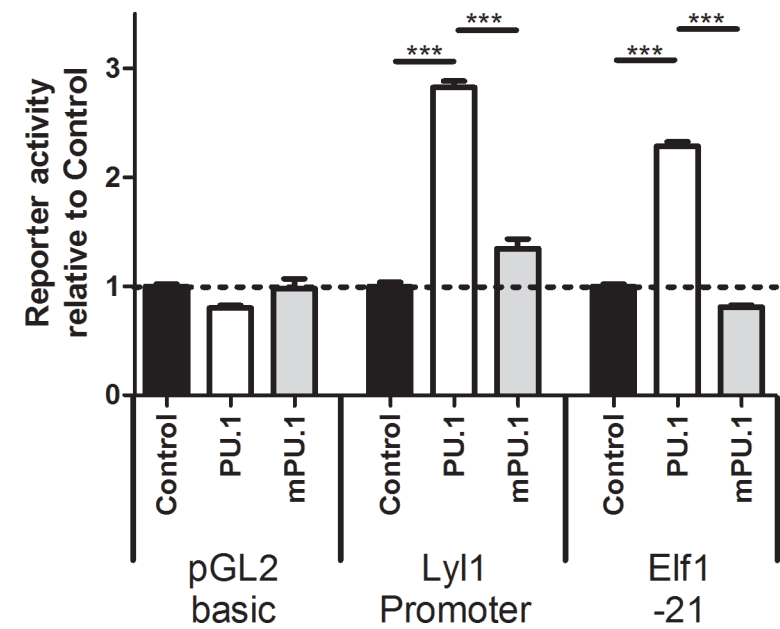

C

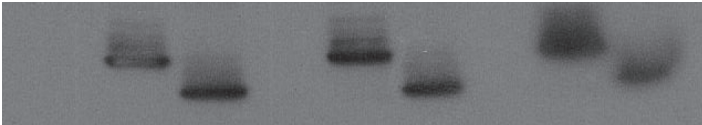

D

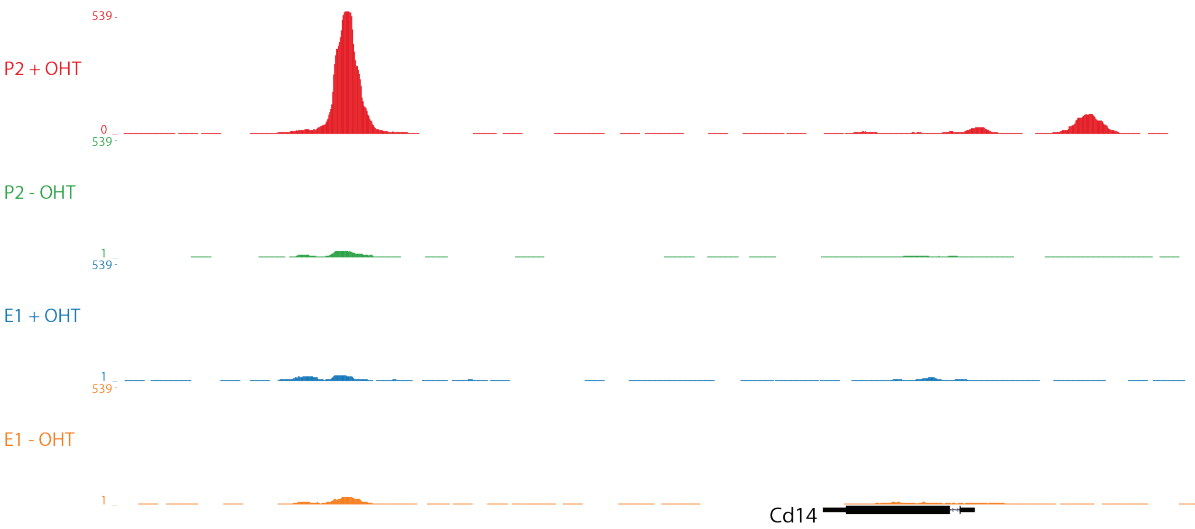

Supplementary Figure 4

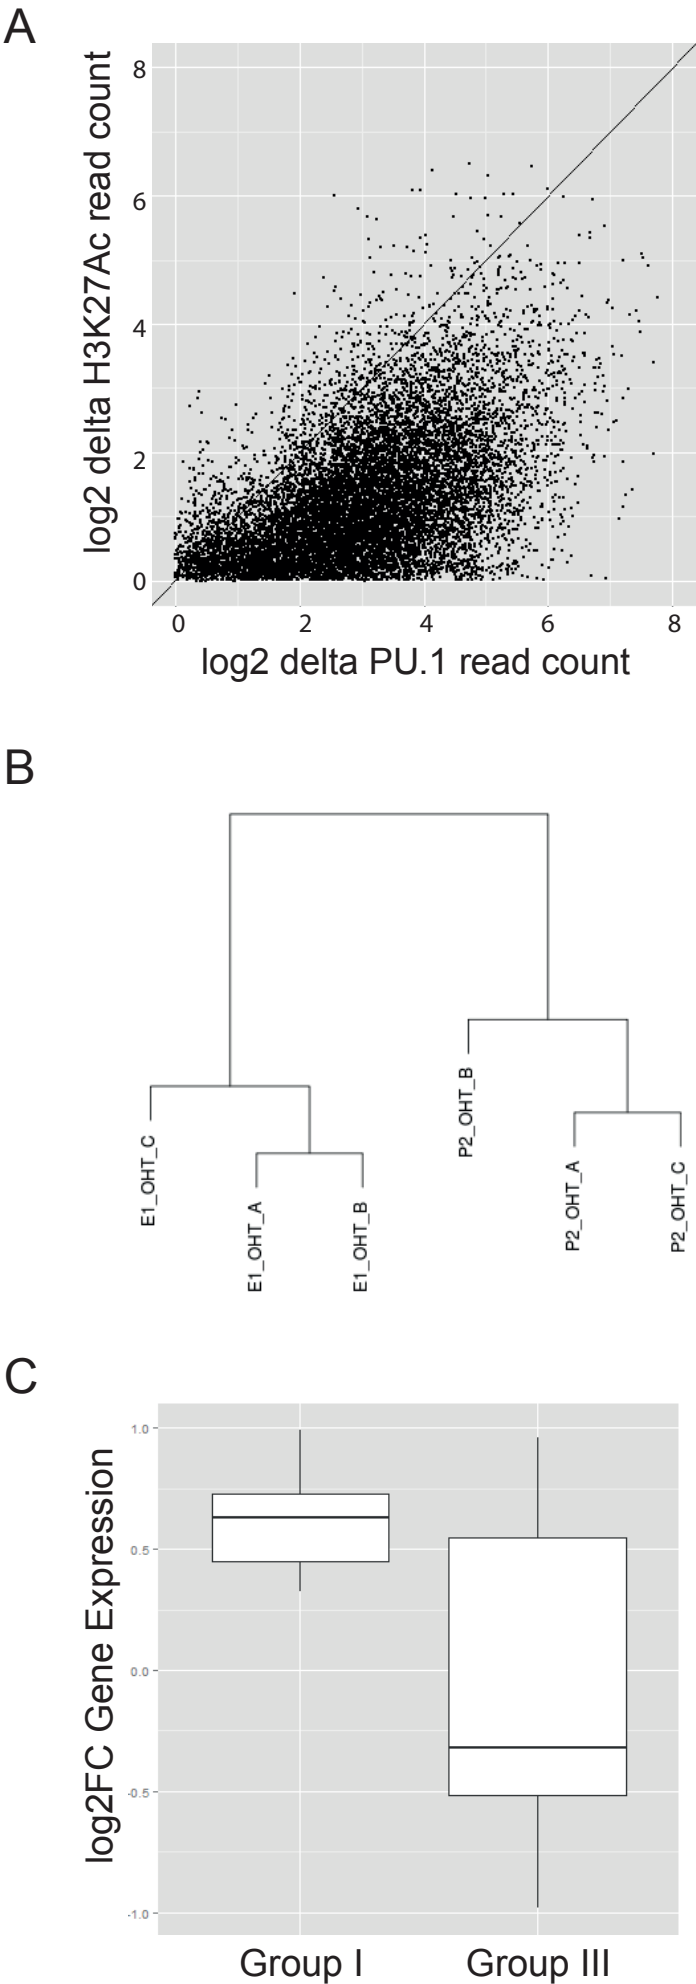

## Supplementary Figure 5

A

| Rank | Motif                                                                             | P-value | log P-value | % of Targets | % of Background | STD(Bg STD)     | Best Match/Details                                                                                                 | Motif File                          |
|------|-----------------------------------------------------------------------------------|---------|-------------|--------------|-----------------|-----------------|--------------------------------------------------------------------------------------------------------------------|-------------------------------------|
| 1    |  | 1e-6092 | -1.403e+04  | 57.98%       | 6.97%           | 38.9bp (73.8bp) | PB0058.1_Sfpi1_1/Jaspar<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a>                 | <a href="#">motif file (matrix)</a> |
| 2    | 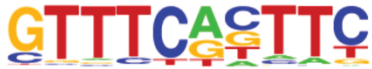 | 1e-1283 | -2.956e+03  | 17.73%       | 2.83%           | 51.5bp (68.3bp) | PU.1-IRF/Bcell-PU.1-ChIP-Seq/Homer<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a>      | <a href="#">motif file (matrix)</a> |
| 3    |  | 1e-935  | -2.155e+03  | 22.92%       | 6.60%           | 49.0bp (62.9bp) | MF0006.1_bZIP_cEBP-like_subclass/Jaspar<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a> | <a href="#">motif file (matrix)</a> |

B

| Rank | Motif                                                                               | P-value | log P-value | % of Targets | % of Background | STD(Bg STD)     | Best Match/Details                                                                                                 | Motif File                          |
|------|-------------------------------------------------------------------------------------|---------|-------------|--------------|-----------------|-----------------|--------------------------------------------------------------------------------------------------------------------|-------------------------------------|
| 1    | 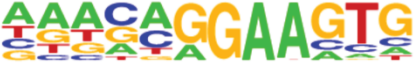   | 1e-1560 | -3.593e+03  | 44.56%       | 4.96%           | 41.8bp (63.2bp) | ETS1(ETS)/Jurkat-ETS1-ChIP-Seq/Homer<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a>    | <a href="#">motif file (matrix)</a> |
| 2    |   | 1e-674  | -1.553e+03  | 33.86%       | 7.38%           | 46.6bp (63.5bp) | MF0006.1_bZIP_cEBP-like_subclass/Jaspar<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a> | <a href="#">motif file (matrix)</a> |
| 3    | 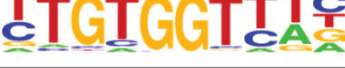 | 1e-300  | -6.926e+02  | 23.02%       | 6.93%           | 48.4bp (62.5bp) | RUNX(Runt)/HPC7-Runx1-ChIP-Seq/Homer<br><a href="#">More Information</a>   <a href="#">Similar Motifs Found</a>    | <a href="#">motif file (matrix)</a> |

Supplementary Figure 6

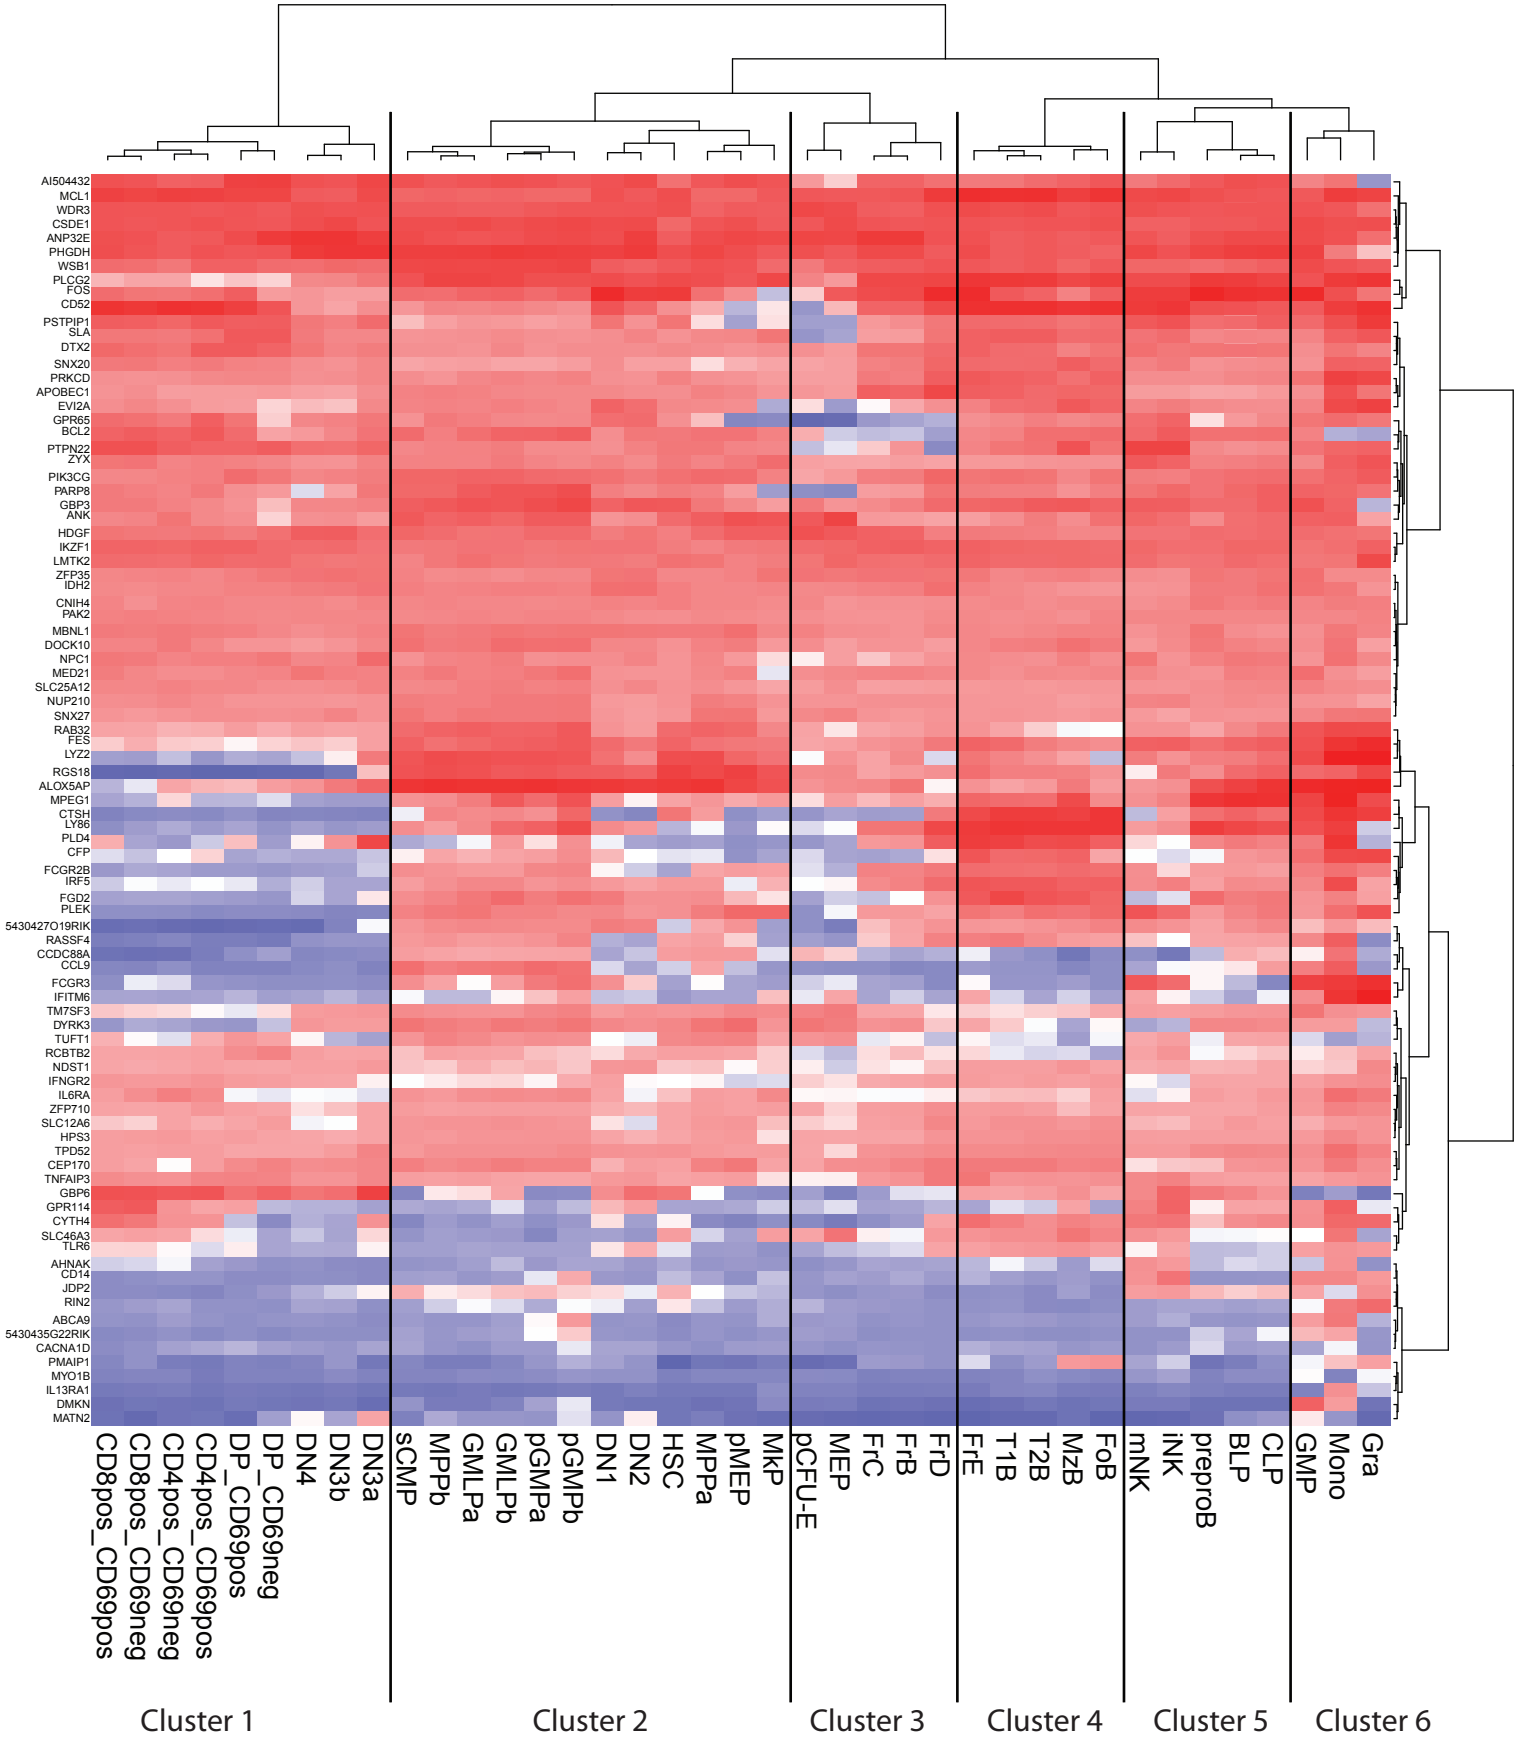

Supplementary Figure 7

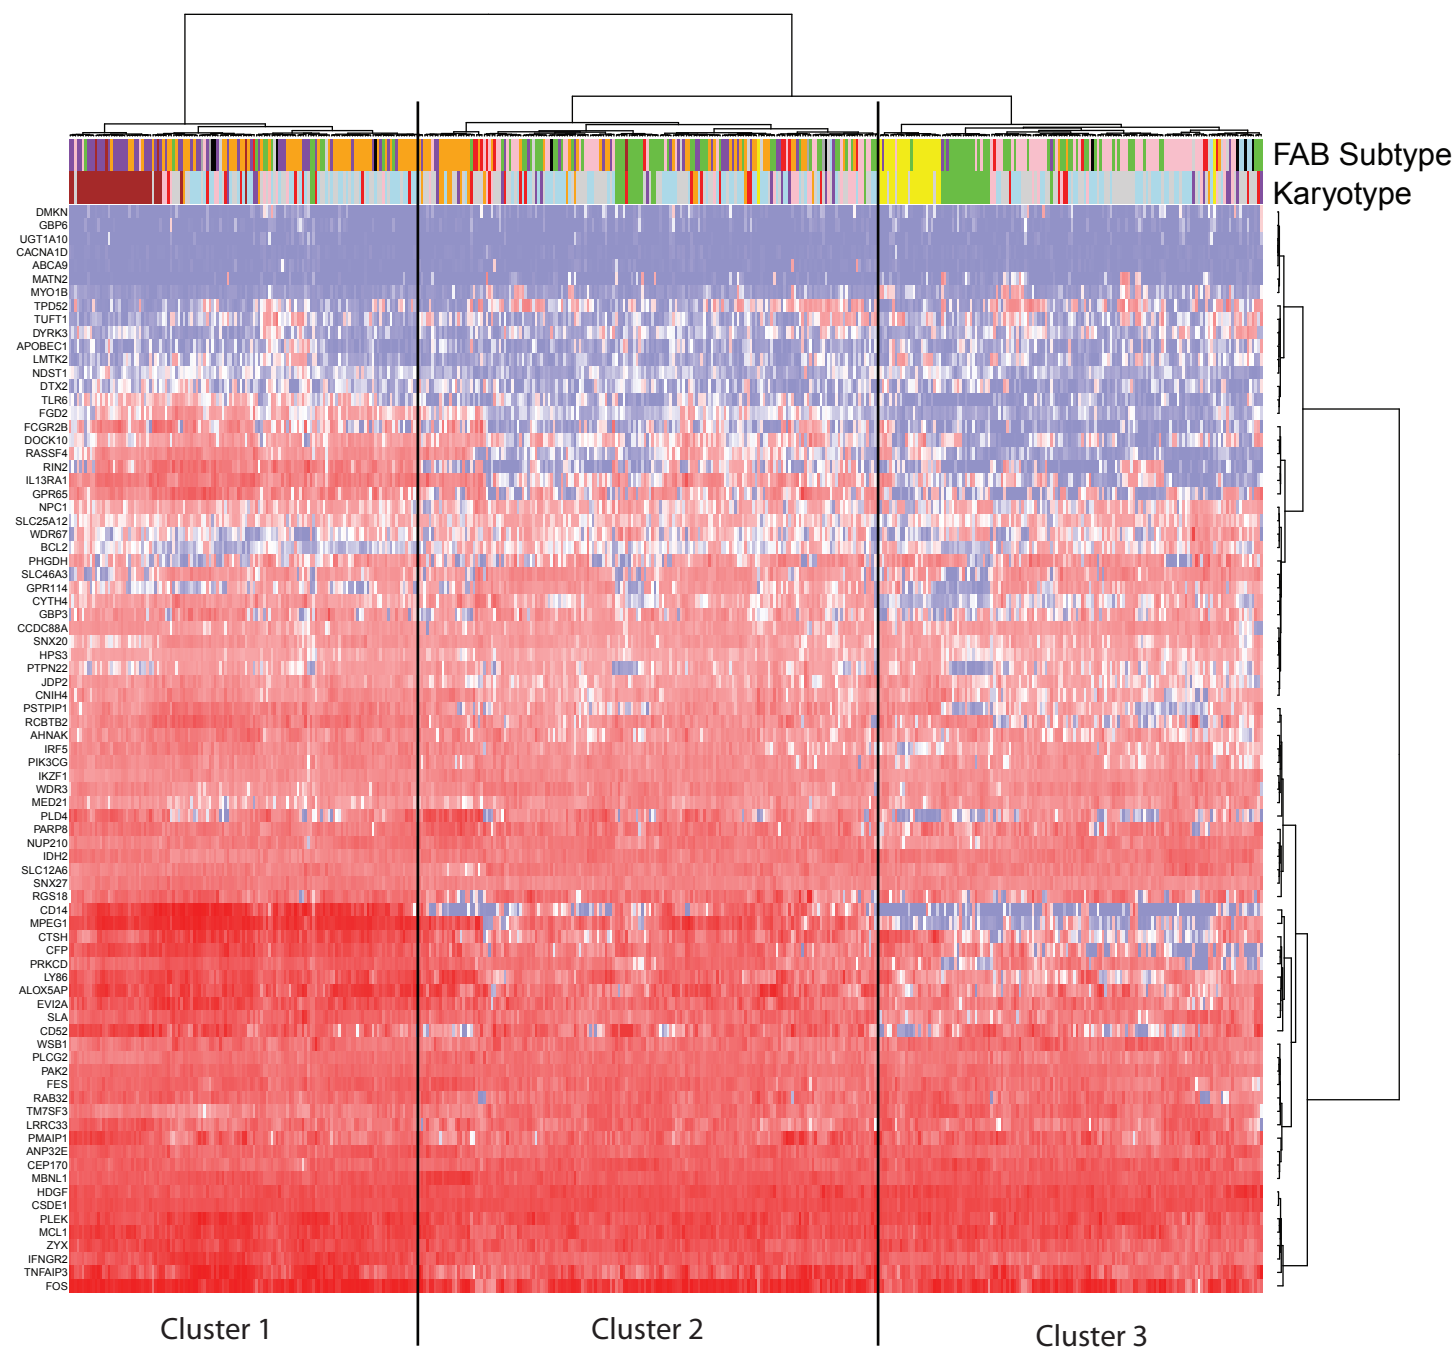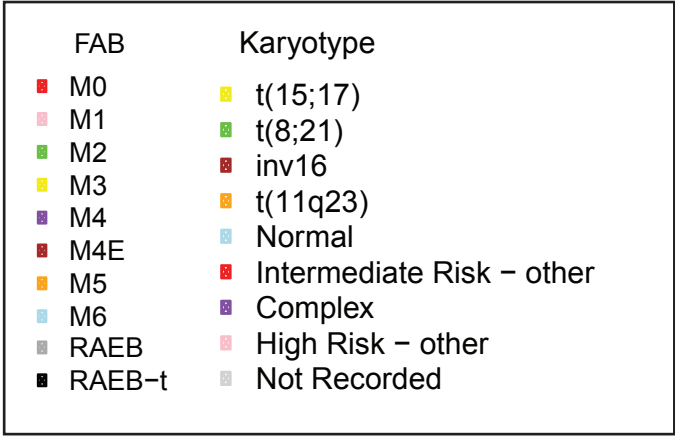

## Supplementary Table 1 - Primers

### PCR Primers

|             | Forward                  | Reverse              |
|-------------|--------------------------|----------------------|
| PuER        | CTTCCAGTTCTCGTCCAAGC     | CCTGAAGCACCCATTTCATT |
| GATA2       | GCTGGACATCTTCCGATTCCGGGT | GGAACGCCAACGGGGAC    |
| Pu.1 Exon 1 | GTAGACGGATGGGTGGTGTG     | GGCATGCTCTAAGGAAGCCA |
| Pu.1 Exon 2 | GGGTAGTGGGCAGATGGTC      | TCCCCAAGGACCAGACAAGA |
| Pu.1 Exon 3 | TTAGGAAACCTCTCTGCGCC     | AAGGTGTGGGTCCCTAAGGT |
| Pu.1 Exon 4 | ATTCCTAGTGCACTGCCAGG     | GCATCCACAAACACGCATGT |
| Pu.1 Exon 5 | GTGTGCACTTGAGTGGGAGT     | CTAGGGCCCAGCTTTGGAAA |
| Pu.1 cds    | CTGAGCCCTGCGTCTGAC       | GGGCGACGGGTTAATGCTAT |

### ChIP qPCR Primers

|              | Forward                  | Reverse               |
|--------------|--------------------------|-----------------------|
| Pu.1 -14     | GCTGTTGGCGTTTTGCAAT      | GGCCGGTGCCTGAGAAA     |
| Chromosome 1 | CATAGATGAAGCTGCCACATAGGT | GTGGGCAAGGACAAAGCATTA |

### Sequencing Primers

|              |                      |
|--------------|----------------------|
| T7 Prom fwd  | TAATACGACTCACTATAGGG |
| SP6 Prom rev | ATTTAGGTGACACTATAG   |

## Supplementary Table 2. Gene ontology analysis (Enrichr)

### GO Biological Process

| Term                                                             | Overlap | P-value | Z-score | Combined Score | Genes                                                    |
|------------------------------------------------------------------|---------|---------|---------|----------------|----------------------------------------------------------|
| immune response-activating signal transduction (GO:0002757)      | 9/440   | <0.01   | -3.54   | 11.71          | TNFAIP3;PTPN22;BCL2;CD14;TLR6;PLCG2;FOS;PAK2;PRKCD       |
| activation of immune response (GO:0002253)                       | 10/487  | <0.01   | -3.46   | 11.58          | TNFAIP3;PTPN22;CFP;BCL2;CD14;TLR6;PLCG2;FOS;PAK2;PRKCD   |
| defense response to other organism (GO:0098542)                  | 9/328   | <0.01   | -2.37   | 8.45           | CFP;GBP6;BCL2;APOBEC1;PMAIP1;TLR6;GBP3;PRKCD;IRF5        |
| regulation of cell activation (GO:0050865)                       | 9/420   | <0.01   | -2.52   | 8.33           | IL13RA1;TNFAIP3;FES;PTPN22;IKZF1;BCL2;PLEK;PAK2;PRKCD    |
| response to other organism (GO:0051707)                          | 10/462  | <0.01   | -2.38   | 8.05           | GBP6;CFP;BCL2;APOBEC1;PMAIP1;TLR6;GBP3;IFNGR2;PRKCD;IRF5 |
| response to metal ion (GO:0010038)                               | 7/255   | <0.01   | -2.38   | 7.87           | NPC1;BCL2;ALOX5AP;CD14;APOBEC1;SLC25A12;FOS              |
| positive regulation of apoptotic signalling pathway (GO:2001235) | 6/168   | <0.01   | -2.35   | 7.76           | PMAIP1;MCL1;PAK2;PRKCD;CTSH;BCL2                         |
| inflammatory response (GO:0006954)                               | 8/376   | <0.01   | -2.45   | 7.69           | PIK3CG;LY86;CD14;TLR6;TNFAIP3;NDST1;FOS;PSTPIP1          |
| leukocyte activation (GO:0045321)                                | 8/373   | <0.01   | -2.43   | 7.61           | PTPN22;TPD52;PIK3CG;IKZF1;BCL2;TLR6;PLCG2;PRKCD          |
| response to inorganic substance (GO:0010035)                     | 8/370   | <0.01   | -2.40   | 7.53           | NPC1;BCL2;ALOX5AP;CD14;APOBEC1;TNFAIP3;SLC25A12;FOS      |

### Mouse Gene Atlas

| Term                           | Overlap | P-value | Z-score | Combined Score | Genes                                                                           |
|--------------------------------|---------|---------|---------|----------------|---------------------------------------------------------------------------------|
| macrophage_bone_marrow_6hr_LPS | 14/730  | 0.00    | -2.24   | 15.40          | RASSF4;CCL9;SNX20;TPD52;CFP;FCGR3;PLEK;FCGR2B;CD14;TLR6;IFNGR2;CYTH4;GM885;DTX2 |
| macrophage_bone_marrow_2hr_LPS | 6/365   | 0.02    | -1.98   | 7.80           | 5430427O19RIK;NUP210;CD14;JDP2;CCL9;EVI2A                                       |
| RAW_264_7                      | 6/222   | 0.01    | -1.61   | 6.75           | IL13RA1;ZFP710;APOBEC1;AHNAK;CYTH4;IL6RA                                        |
| macrophage_peri_LPS_thio_7hrs  | 11/707  | 0.03    | -1.78   | 6.26           | GBP6;IL13RA1;RASSF4;PLEK;RAB32;TLR6;GBP3;ZYX;IFNGR2;GM885;IRF5                  |
| macrophage_peri_LPS_thio_0hrs  | 6/353   | 0.06    | -1.55   | 4.28           | NPC1;5430435G22RIK;MPEG1;AHNAK;PSTPIP1;SNX27                                    |
| dendritic_plasmacytoid_B220+   | 4/214   | 0.06    | -1.43   | 3.95           | PLD4;RCBTB2;CTSH;DTX2                                                           |

|                                |       |      |       |      |                                                                       |
|--------------------------------|-------|------|-------|------|-----------------------------------------------------------------------|
| macrophage_peri_LPS_thio_1hrs  | 9/598 | 0.24 | -1.83 | 2.58 | NPC1;TNFAIP3;AHNAK;SNX27;<br>5430435G22RIK;MPEG1;PLEK;<br>MCL1;IFNGR2 |
| dendritic_cells_lymphoid_CD8a+ | 4/142 | 0.12 | -1.07 | 2.26 | SLC12A6;IDH2;HPS3;CCDC88A                                             |
| stem_cells__HSC                | 2/186 | 0.19 | -1.28 | 2.15 | WDR67;FOS                                                             |

# Supplementary Table 3. Peak set *de novo* motif analysis

## PU.1 Group 1

| Motif Family | P-value | % of Targets | % of Background | Best Match/Details                                                                                                                     |
|--------------|---------|--------------|-----------------|----------------------------------------------------------------------------------------------------------------------------------------|
| ETS          | 1e-808  | 70.93%       | 9.86%           | PB0058.1_Sfpi1_1/Jaspar<br>                          |
| CEBP         | 1e-154  | 35.99%       | 11.51%          | MF0006.1_bZIP_cEBP-like_subclass/Jaspar<br>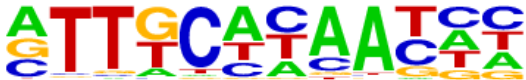          |
| ISRE         | 1e-61   | 16.15%       | 5.24%           | ISRE(IRF)/ThioMac-LPS-exp/HOMER<br>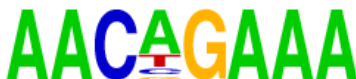                  |
| RUNX         | 1e-38   | 20.65%       | 10.00%          | RUNX2(Runt)/PCa-RUNX2-ChIP-Seq(GSE33889)/Homer<br>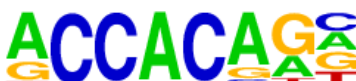 |
| ISRE         | 1e-35   | 15.46%       | 6.75%           | IRF4(IRF)/GM12878-IRF4-ChIP-Seq/Homer<br>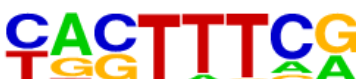          |
| MyoG         | 1e-22   | 10.78%       | 4.89%           | MyoG(HLH)/C2C12-MyoG-ChIP-Seq(GSE36024)/Homer<br>  |
| AP1          | 1e-19   | 11.53%       | 5.71%           | Jun-AP1(bZIP)/K562-cJun-ChIP-<br>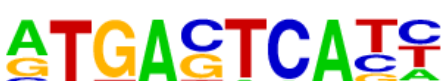                  |

## 7 PU.1 Group II

8

| Motif Family | P-value | % of Targets | % of Background | Best Match/Details                                                                                                                       |
|--------------|---------|--------------|-----------------|------------------------------------------------------------------------------------------------------------------------------------------|
| ETS          | 1e-2107 | 64.70%       | 8.76%           | PB0058.1_Sfpi1_1/Jaspar<br>                            |
| CEBP         | 1e-242  | 26.44%       | 9.95%           | MF0006.1_bZIP_cEBP-like_subclass/Jaspar<br>            |
| PRDM1        | 1e-214  | 19.01%       | 6.08%           | PRDM1/BMI1(Zf)/Hela-PRDM1-ChIP-Seq(GSE31477)/Homer<br>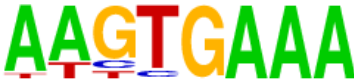 |
| RUNX         | 1e-139  | 15.70%       | 5.80%           | RUNX(Runt)/HPC7-Runx1-ChIP-Seq/Homer<br>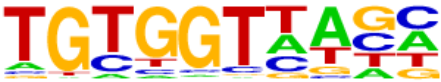               |
| ETS-RUNX     | 1e-86   | 5.54%        | 1.31%           | ETS:RUNX/Jurkat-RUNX1-ChIP-Seq/Homer<br>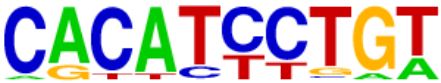             |
| AP-1         | 1e-38   | 5.80%        | 2.47%           | AP-1(bZIP)/ThioMac-PU.1-ChIP-Seq/Homer<br>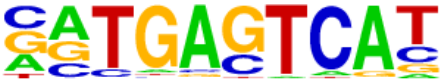           |

9

10

11 **PU.1 Group III**

| Motif Family | P-value | % of Targets | % of Background | Best Match/Details                                                                                                                   |
|--------------|---------|--------------|-----------------|--------------------------------------------------------------------------------------------------------------------------------------|
| ETS          | 1e-718  | 54.58%       | 10.37%          | ETS1(ETS)/Jurkat-ETS1-ChIP-Seq/Homer<br>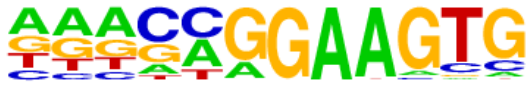           |
| CEBP         | 1e-311  | 26.11%       | 4.73%           | MF0006.1_bZIP_cEBP-like_subclass/Jaspar<br>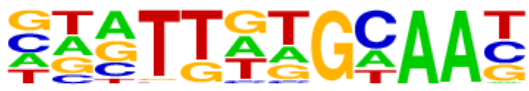        |
| RUNX         | 1e-128  | 27.38%       | 10.80%          | RUNX2(Runt)/PCa-RUNX2-ChIP-Seq(GSE33889)/Homer<br>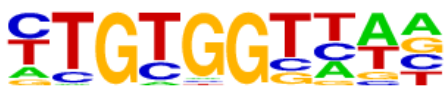 |
| Pol          | 1e-53   | 20.21%       | 10.24%          | POL003.1_GC-box/Jaspar<br>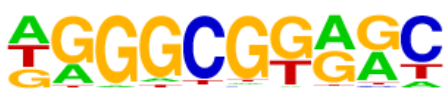                         |
| AP-1         | 1e-44   | 7.90%        | 2.60%           | AP-1(bZIP)/ThioMac-PU.1-ChIP-Seq/Homer<br>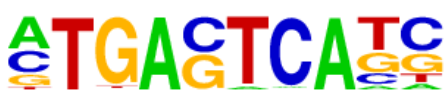       |
| ZF1          | 1e-33   | 8.55%        | 3.55%           | BORIS(Zf)/K562-CTCF-ChIP-Seq/Homer<br>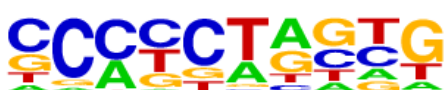           |
| NRF          | 1e-25   | 7.28%        | 3.20%           | NRF1(NRF)/MCF7-NRF1-ChIP-Seq/Homer<br>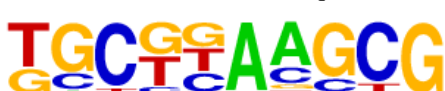           |
| CRE          | 1e-23   | 16.91%       | 10.50%          | CRE(bZIP)/Promoter/Homer<br>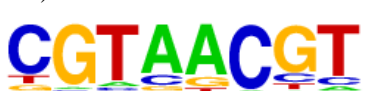                     |
| ISRE         | 1e-20   | 6.12%        | 2.73%           | ISRE(IRF)/ThioMac-LPS-exp/HOMER<br>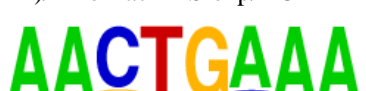              |

12

13

How the deposited data were processed for this re-analysis (not part of the article)

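The ChIP-Seq libraries examined here were PU.1 and CEBPA immunoprecipitations from the empty-vector (PU.1−) and PuER (PU.1+) clonal lines of X18.1.1 after 2 h in 100 nM OHT. There was 1 library for each antibody and condition. Of the 8 samples listed for the series, 4 had peak coordinates that were used, and the H3K27Ac and IgG samples were not analysed here. The paper's text also mentions samples at time 0, while its Figure 2a and the sample descriptions give 2 h for both lines, so the peaks were taken as those at 2 h.

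The authors mapped reads to mm10 with Bowtie2, called peaks with MACS2 and deposited a list of peak coordinates for each library. The lists were plain intervals, without read counts, heights, scores or p-values. All intervals were 400 bp wide, which the paper's text does not describe. The paper's text also does not name the calling threshold. Within each list at most 1 pair of neighbouring peaks overlapped. The last peak on chromosome X lay beyond the end of that chromosome in the previous mouse assembly and within it in mm10. The read depth of each library is unknown. The 95% intervals given for shares of peaks are exact (Clopper-Pearson) and cover counting error only. With 1 library per condition, the differences between PU.1− and PU.1+ have no replicate check, and no p-values were computed.

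Peaks of the same antibody were divided into those called only in PU.1−, shared, and called only in PU.1+, with an overlap of at least 1 bp counted as shared, as in the paper's merging step. Shared peaks were counted in the PU.1+ library unless stated otherwise. Overlaps between PU.1 and CEBPA peaks were counted by the same rule. Chance overlap was described by 1000 random placements of the peaks on their own chromosomes, outside assembly gaps, with their width kept. The paper's Groups I to III also use read counts and H3K27Ac and were not rebuilt.

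Sequences came from the GRCm38 (mm10) reference. Motif sites were counted on both strands as exact matches to GGAAGT (ETS), GAGGAAGT (PU.1-type), CMGGAAGT (ETS1-type), TTGCNNAA (CEBP) and TGYGGT (RUNX) in the central 80 bp of each peak, the region the paper searched. The background was the pair of 80-bp windows centred 2000 bp to either side. Sequences of 8 bases were ranked by the difference between the number of peaks and of flanking windows that held them, divided by the square root of their sum plus 1, with the flanking count halved for the 2 windows per peak. Peaks were placed at a promoter when the centre lay within 1000 bp of the start of a transcript of a protein-coding gene in the GENCODE annotation, and otherwise inside or between genes. The promoter database used in the paper was not used here. Peaks were assigned to genes by the paper's 50-kb rule. The 57 genes named in Supplementary Table 2 were compared with 10000 random lists of protein-coding genes, each drawn, for every named gene, from the 100 next shorter and the 100 next longer genes.

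The motifs, the peak classes, the alternatives and the genes to be named were chosen before the data were examined, apart from the tests and the alternative that the closing section names as later choices. The genes to be named were those the paper names at its ChIP-Seq results (*Cd14*, *Elf1*, *Evi2a*, *Pu.1*, *Lyl1* and *Cebpa*), *Esr1* for a check of transgene reads, and the 3 genes of Supplementary Table 2 with the most PU.1 peaks called only in PU.1+. Because 3 genes were tied, 5 are named. The 3 most enriched 8-base sequences of each peak set and the chromosomes with the highest and lowest peak density were also to be named.

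The alternatives were an overlap of at least 50% of both peaks, peak centres within 100 bp, chromosomes 1 to 19, X and Y only, merged regions, shared peaks counted in the PU.1− library, the central 200 bp or the whole peak for motifs, a degenerate motif, a shuffled-sequence background, other definitions of promoters, assignment within 20 or 100 kb, and random placement anywhere on the assembled chromosomes. The overlap step was tested on simulated peaks with known classes, and it recovered 100% of them and gave the same classes as bedtools 2.31.1. Motif sites planted in simulated sequences and positions placed at promoters or between genes were likewise recovered at 100%. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1, with matplotlib 3.10.9 for the plots. The microarray, macrophage and human AML data were not analysed here.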

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

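The share of new CEBPA peaks at new PU.1 peaks and the counts of CEBPA peaks by chromosome were chosen only after the results were seen. So were the comparison of CEBP sites in new CEBPA peaks away from PU.1 and that of PU.1-type with ETS1-type sites. The other tests of this part were chosen before. The explanation by displacement of CEBPA, which had also covered movement to new PU.1 sites, was narrowed after the results were seen to the same sites as the whole cause.

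The paper's text does not discuss the 2318 PU.1 peaks that were called only in PU.1−. An ETS site was present in the central 80 bp of 29.6% of these peaks (95% confidence interval 27.7–31.5%), above the 4.51% of flanking windows, so that sequence-specific signal was present in a class of peaks the paper does not describe. Shared peaks of the same library had a site in 42.0% of cases (40.2–43.8%). Weak peaks near the calling threshold and the choice of the class would both lower the share. The class is defined by the absence of a PU.1+ peak, which removes sites that wild-type PU.1 prefers. Weak peaks that dilute the class would lower PU.1-type and ETS1-type sites alike. Between shared peaks of this library and this class, PU.1-type sites fell from 11.0% to 2.76%, but ETS1-type sites only from 12.6% to 11.1%. This argues against dilution by weak peaks as the whole cause, but a part played by them remains open. Peak width, a further measure of weak peaks, could not be used because every peak had the same width. Loss of PU.1 from these sites after induction is a biological explanation that was not tested, because read counts were not analysed.

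CEBPA peaks called only in PU.1− numbered 8021 and are also not discussed in the paper's text. A CEBP site was present in 28.3% of them (27.3–29.3%), above the 3.18% of flanking windows and below the 38.9% (38.2–39.6%) of shared CEBPA peaks of the same library. Displacement of CEBPA by newly bound PU.1 at the same sites predicts that these peaks lie at new PU.1 peaks more often than shared CEBPA peaks do. They did so less often, in 3.37% of cases against 11.3%, which argues against displacement at the same sites as the whole cause. Movement of CEBPA to new PU.1 sites elsewhere would leave the lost peaks away from new PU.1 peaks and place new CEBPA peaks at them. Since 36.8% of new CEBPA peaks lay at new PU.1 peaks, this explanation remains open for a part of the lost peaks. Those new CEBPA peaks numbered 913, against 8021 lost ones, so peak for peak they could not match most of the loss. Weak peaks near the calling threshold would give the lower share of CEBP sites and remain a candidate explanation. CEBPA peaks were fewer in PU.1+ on 20 of the 20 nuclear chromosomes with peaks (1 to 19 and X). From the peak lists, a lower depth or enrichment of the PU.1+ CEBPA library and a general loss of CEBPA binding cannot be told apart. Both would lower the number of peaks on every chromosome, and each condition had 1 library of unknown depth. The paper reports an essentially unchanged mean CEBPA read count, which speaks against a general loss, but read counts were not analysed here.

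Of the new CEBPA peaks, 1409 overlapped no PU.1 peak of either condition, and the paper's text, which describes the new CEBPA peaks as a whole and its Groups I and II, does not describe these separately. A CEBP site was present in 36.6% of these peaks (34.0–39.1%), above the 3.44% of flanking windows. PU.1 peaks lying close by without overlapping do not account for most of them, since 7.31% (6.01–8.80%) had the centre of a PU.1+ PU.1 peak within 1000 bp. The corresponding share was 4.91% (4.55–5.28%) for shared CEBPA peaks that overlapped no PU.1 peak. The share with a CEBP site was slightly lower than the 41.1% (40.3–42.0%) of these shared peaks, so weak peaks near the calling threshold may contribute to this class. At promoters, the shares were 21.6% (17.0–26.8%) in the new and 33.0% (31.2–34.9%) in the shared peaks. Away from promoters, the new peaks had 40.4% (37.5–43.3%), an interval that includes the 41.1%. The lower share therefore does not point to weak peaks throughout the class. An indirect effect of PU.1 induction on CEBPA binding was not tested and remains open.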

How the results depend on the processing

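The rule that peak centres lie within 1000 bp was chosen after seeing the data. All other alternatives were planned. The stricter selection of peaks that had been planned was not run, because the lists held no score and every peak had the same width. No paired analysis was possible because each condition had 1 library and no result came from a test. There was no replicate to leave out.

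The numbers of PU.1 and CEBPA peaks in each class stayed within 1.5 times the reported number under every alternative run for them. The peaks called only in PU.1+ ranged from 12491 to 13003 for PU.1 and from 2257 to 2813 for CEBPA. Leaving out peaks outside chromosomes 1 to 19, X and Y left all 15 results tested within their interval or within 1.5 times. The number of Supplementary Table 2 genes with a PU.1+-only peak was 53 within 20 kb and 54 within 100 kb. Random placement anywhere on the assembled chromosomes gave a mean overlap of 24.7 PU.1 peaks and 162 CEBPA peaks.

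Shares of peaks bound by both factors moved with the overlap rule, and the cause was not tested beyond the rule itself. With an overlap of at least 50% of both peaks, CEBPA peaks of PU.1− were found at 15.5% of PU.1 peaks called only in PU.1+, 54.8% of shared PU.1 peaks and 50.5% of PU.1 peaks called only in PU.1−. PU.1 peaks of PU.1+ were found at 39.0% of CEBPA peaks called only in PU.1+, 17.6% of shared CEBPA peaks and 4.72% of CEBPA peaks called only in PU.1−, and PU.1 peaks called only in PU.1+ at 33.2%, 9.81% and 2.69%. With centres within 100 bp, the shares in the same order were 12.3%, 46.7% and 43.1% for PU.1 peaks, 32.4%, 14.6% and 3.63% for CEBPA peaks at PU.1 peaks of PU.1+, and 27.6%, 8.19% and 2.06% at PU.1 peaks called only in PU.1+. With centres within 1000 bp, they were 23.4%, 65.0% and 59.7%, then 46.8%, 24.3% and 8.08%, and then 40.4%, 14.0% and 5.12%. Under these 3 rules, new PU.1 peaks had the lowest share at pre-existing CEBPA of the 3 classes of PU.1 peaks, and new CEBPA peaks had the highest share at PU.1 of the 3 classes of CEBPA peaks.

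Shares with a motif rose with the length searched, as more sequence can only add sites. In the central 200 bp, the ETS, PU.1-type, ETS1-type and CEBP shares were 57.2%, 20.7%, 8.60% and 15.1% in PU.1 peaks called only in PU.1+, 62.2%, 18.0%, 19.6% and 22.7% in shared PU.1 peaks, and 45.3%, 4.23%, 18.7% and 18.2% in PU.1 peaks called only in PU.1−. The CEBP shares of CEBPA peaks were 40.4% (only PU.1+), 49.4% (shared) and 38.6% (only PU.1−). In the whole peak, the corresponding shares were 63.5%, 22.2%, 10.9% and 23.5%, then 69.1%, 20.1%, 23.2% and 31.0%, then 53.8%, 5.44%, 22.1% and 25.7%, and for CEBPA peaks 46.2%, 54.7% and 44.6%. With 1 degenerate base allowed, which can also only add sites, the ETS, PU.1-type and ETS1-type shares were 55.8%, 20.8% and 8.64% in PU.1 peaks called only in PU.1+ and 55.8%, 16.3% and 14.7% in shared PU.1 peaks. In PU.1 peaks called only in PU.1−, the ETS and ETS1-type shares were 35.2% and 12.8%, and the PU.1-type share stayed within its interval. Under these 3 alternatives the PU.1-type site stayed more frequent than the ETS1-type site in peaks called only in PU.1+ and rarer in peaks called only in PU.1−. In shared peaks, counted in the PU.1+ library, it became the rarer site when 200 bp or the whole peak were searched. Counted in the PU.1− library, it was the rarer site in the central 80 bp too, at 11.0% against 12.6%. A background of shuffled sequence moved 11 of 15 background shares out of their interval and left 4 within it.

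Shares at promoters moved with the definition of a promoter, by construction. The order of values here is PU.1 peaks called only in PU.1+, shared and called only in PU.1−, and then the same classes of CEBPA peaks. A promoter of 2500 bp to either side gave 19.3%, 25.8%, 44.9%, 23.3%, 26.6% and 24.6%. One from 1000 bp upstream to 100 bp downstream gave 7.66%, 13.8%, 33.4%, 12.7%, 13.8% and 11.9%. All annotated genes in place of protein-coding genes gave 13.7%, 21.2%, 41.4%, 19.1%, 20.8% and 18.9%. Placement by any overlap moved 3 of the 6 shares, to 12.1% for PU.1 peaks called only in PU.1+, 19.1% for shared CEBPA peaks and 17.4% for CEBPA peaks called only in PU.1−. The order of the classes of PU.1 peaks was the same under these 4 definitions. For CEBPA, peaks called only in PU.1+ were lower than those called only in PU.1− with the 2500-bp promoter and higher in the reported values.

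The depth of each library is unknown, which limits what the classes called in one condition only show.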

Differences from the paper's values

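No number of peaks differed from the paper's by more than 1.5 times, under the reported rule or under any alternative set before the data were examined. The PU.1 list of PU.1− held 5288 peaks, against the paper's 5283. CEBPA peaks called only in PU.1+ numbered 2484, against the paper's 2465. The other peak numbers that the paper states also differed slightly from those of the lists.

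The paper presents a boxed PU.1 peak at *Cd14* in Figure 2b as new after induction. Read by eye from its distance to the gene in the figure, the box best matches the peak at 36719908–36720307 on chromosome 18. That peak lies 4959 bp from the gene. The difference from the paper holds only if this match is right. In the deposited lists this peak overlapped a PU.1− peak at 36719827–36720226 by 319 bp. It was shared under the reported rule, with an overlap of at least 50% of both peaks, and with centres within 100 bp. Within 15000 bp of *Cd14*, 3 other PU.1 peaks were called only in PU.1+.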

Other observations

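The tests of the rarity of PU.1-type sites were all chosen only after the result was seen, and the check of transgene reads was chosen before.

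In PU.1 peaks called only in PU.1−, PU.1-type sites were present in 2.76% of cases (95% confidence interval 2.13–3.51%) and ETS1-type sites in 11.1% (9.88–12.5%). In shared peaks of the same library they were present in 11.0% and 12.6%. The class is defined by the absence of a PU.1+ peak, which could remove sites that wild-type PU.1 prefers, so the comparison with shared peaks depends in part on this choice. It is not the whole cause of the order of both site types, since over all PU.1− peaks, not divided into classes, the PU.1-type share was 7.38% and the ETS1-type share 12.0%, but it may add to the difference. Dilution of sites like those of PU.1+ by weak or unspecific peaks would leave the ratio of these shares between that of all PU.1+ peaks, 2.36, and that of flanking windows, which had 0.586% and 0.567%. The ratio over all PU.1− peaks was 0.617, outside this range. The range depends on the diluting set, since CEBPA peaks of PU.1− at no PU.1 peak had 0.596% and 2.58%, a ratio of 0.231. Dilution by peaks like these could give the ratio. It would leave the ETS1-type share between 2.58% and the 6.43% of all PU.1+ peaks, below the 12.0% observed. Promoters do not account for the order either, since away from promoters the shares over all PU.1− peaks were 7.11% (6.32–7.96%) and 12.1% (11.1–13.2%). Open chromatin without ETS binding was set beside CEBPA peaks of PU.1− that overlapped no PU.1 peak. Away from promoters the ETS1-type share was 11.3% (9.66–13.0%) in the PU.1 peaks called only in PU.1− and 2.49% (2.26–2.74%) in these CEBPA peaks. The PU.1-type site was the rarer type in these CEBPA peaks too, at 0.648%. Such chromatin could therefore give the order of the site types, but not the height of the ETS1-type share. A candidate biological explanation is that mutant PU.1 prefers other ETS sites than wild-type PU.1 does. It cannot be told apart from another ETS-family protein in the precipitate, because the PU.1-type share, although above the 0.518% of flanking windows, could come from either protein and no control precipitate was analysed. The PuER line also contained the mutant protein, so PU.1+ peaks are not those of wild-type PU.1 alone. A preference of mutant PU.1 would not by itself remove its sites from PU.1+. The explanation remains a hypothesis found and tested on the same data.

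Reads from the PuER transgene cDNA would give peaks on exons of *Pu.1* (*Spi1*) or *Esr1* in PU.1+ with either antibody. The number of peaks called only in PU.1+ on an exon of either gene was 0, which argues against a contribution of such reads to the peak lists.

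The amplicon at the Upstream Regulatory Element of *Pu.1*, used for ChIP-qPCR in the paper, matched chromosome 2 from 91083026 to 91083120 and overlapped a peak in all 4 libraries. The negative-control amplicon, on chromosome 1 from 157832873 to 157832953, overlapped a peak in 0 of the 4. At *Lyl1*, whose promoter the paper used in reporter assays, both PU.1 peaks listed in PU.1+ within 15000 bp were also called in PU.1−, at 84699857–84700256 and 84701158–84701557 on chromosome 8. Within 15000 bp of *Cebpa*, 1 of 2 PU.1 peaks in PU.1+ was called in that condition only, at 35124732–35125131 on chromosome 7.

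Chromosome Y had 0 peaks in all 4 libraries. Of the other nuclear chromosomes, chromosome X had the fewest peaks relative to its length in all 4 libraries. The ratio of its share of peaks to its share of assembled length was 0.217 for PU.1 in PU.1−, 0.354 for PU.1 in PU.1+, 0.334 for CEBPA in PU.1− and 0.312 for CEBPA in PU.1+. The highest ratio was that of chromosome 11 for PU.1 in PU.1−, at 1.62, and that of chromosome 19 in the other 3 libraries, at 1.58 for PU.1 in PU.1+, 1.59 for CEBPA in PU.1− and 1.56 for CEBPA in PU.1+. The CEBPA list of PU.1− held 2 peaks on the mitochondrial genome, and the other lists held none. No explanation was tested for these values.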
